# High Levels of Eomes Promote Exhaustion of Anti-tumor CD8^+^ T Cells

**DOI:** 10.3389/fimmu.2018.02981

**Published:** 2018-12-18

**Authors:** Jing Li, Yi He, Jing Hao, Ling Ni, Chen Dong

**Keywords:** eomes, transcription factor, T cell exhaustion, cytotoxic T cells, tumor immunity

## Abstract

Eomes, a T-box transcription factor, is known important for both function and homeostasis of effector and memory T cells, but was recently also implicated in CD8^+^ T cell exhaustion. However, whether and how Eomes might regulate effector functions or exhaustion of CD8^+^ T cells, especially in the tumor setting, is unknown. Here we first show, as tumor progressed, Eomes expression was elevated in tumor-infiltrating CD8^+^ T cells, especially in PD-1^+^Tim-3^+^ exhausted CD8^+^ T cells. Complete loss of Eomes in T cells resulted in impaired development of anti-tumor CTLs, whereas deletion of one allele of *Eomes* in T cells decreased development of exhausted CD8^+^ T cells, which offered better tumor control. Integrative analysis of RNAseq and ChIPseq of Eomes-overexpressing T cells revealed that high levels of Eomes expression directly controlled expression of T cell exhaustion genes, such as *Havcr2*. In addition, Eomes might compete with T-bet binding to regulatory genomic loci to antagonize T-bet functions. Collectively, Eomes exerts bimodal functions in CD8^+^ T cells in tumor.

## Introduction

When exposed to persistent antigens in chronic viral infection or cancer, effector CD8^+^ T cells acquire an alternative cell differentiation fate termed T cell exhaustion. They fail to undergo antigen-independent self-renewal like memory cells and lose their effector functions in a hierarchical manner, which hinders viral clearance and tumor control by these antigen-specific CD8^+^ T cells (1). Pathways implicated in regulating T cell exhaustion include persistent antigen exposure (2), co-expression of multiple inhibitory receptors (such as PD-1, Tim-3, and LAG3) (3) and cytokine signaling (IL-10, TGF-β, IFNα/β, and IL-27) (4–8). Exhausted CD8^+^ T cells have a transcriptional profile and epigenetic landscape markedly distinct from effector or memory CD8^+^ T cells (1, 9, 10), thus T cell exhaustion is now recognized as a specific and stable differentiation fate of CD8^+^ T cells.

Much effort has been made to identify the molecular mechanisms underlying CD8^+^ T cell exhaustion but so far it remains an unanswered question. Nonetheless, several transcription factors including Eomesodermin (Eomes), Blimp-1, von Hippel-Lindau tumor suppressor (VHL), Foxo1, IRF4, BATF, and NFATc1 have been implicated in CD8^+^ T cell exhaustion (11–15). Although these transcription factors also play some roles in other T cell lineages, they might have specific functions in exhausted CD8^+^ T cells.

Eomes, a paralogue of T-bet (encoded by *Tbx21*), is induced in effector CD8^+^ T cells and is required for T-bet-independent IFN-γ induction in CD8^+^ T cells. Ectopic expression of Eomes in Th2 cells is sufficient to invoke expression of cytotoxic T cell gene (e.g., perforin and granzyme B). Loss-of-function analyses suggest Eomes may complement with T-bet for full effector differentiation of CD8^+^ T cells (16). Later, it was reported that T-bet and Eomes are responsible for inducing CD122 expression and maintaining IL-15-dependent memory CD8^+^ T cells (17). But more recently, Eomes was found to be highly expressed in exhausted CD8^+^ T cells during chronic LCMV infection and Eomes^hi^PD-1^hi^ progeny co-expresses other inhibitory receptors and displays limited proliferative capacity (12). Eomes^hi^PD-1^hi^ population also positively correlates with severity of human HCV and HIV infection (12, 18). In addition, Eomes is directly involved in exhaustion of CD8^+^ TILs induced by B7S1 co-inhibitory pathway (19). However, it is not clear whether and how increased expression of Eomes promotes CD8^+^ T cell exhaustion.

In the current study, we analyzed the function of Eomes in CD8^+^ T cells in a cancer model. We found the amount of Eomes was increased in exhausted CD8^+^ T cells in the tumor. Eomes was haplosufficient for full effector differentiation of anti-tumor CTLs and high amounts of Eomes promoted exhausted phenotypes of CD8^+^ TILs. Furthermore, Eomes established the transcriptional profile associated with T cell exhaustion via binding to key regulatory loci on the genome. Overall, our data have offered important insights into the mechanism whereby Eomes mediates CD8^+^ T cell exhaustion.

## Materials and Methods

### Mice

C57BL/6J mice, *Cd4Cre* mice, *Eomes*^fl/fl^ mice (C57BL/6J background)(20) and OT-I mice were bred and kept under specific-pathogen free conditions in Animal Facility of Tsinghua University. *CD4Cre* was constructed by replacing the lck proximal promoter with the mCD4 promoter/enhancer/silencer (21). *Eomes*^fl/fl^ mice and *Eomes*^fl/fl^*Cd4Cre* mice were obtained by crossing *Eomes*^fl/fl^*Cd4Cre* mice and *Eomes*^fl/fl^ mice. *Eomes*^fl/+^ mice and *Eomes*^fl/+^*Cd4Cre* mice were obtained by crossing *Cd4Cre* mice and *Eomes*^fl/fl^ mice. All animal protocols are approved by governmental and institutional guidelines for animal welfare.

### Murine Tumor Models

E.G7 was purchased from ATCC. E.G7 was cultured in RPMI 1,640 medium with 2 mM L-glutamine adjusted to contain 10% FBS, 1.5 g/L sodium bicarbonate, 4.5 g/L glucose, 10 mM HEPES and 1.0 mM sodium pyruvate, 0.05 mM 2-mercaptoethanol and 0.4 mg/ml G418. 10^6^ E.G7 resuspended in 100 μL PBS was injected subcutaneously into 6~10-week-old C57BL/6J mice, *Eomes*^fl/fl^ mice, *Eomes*^fl/fl^*Cd4Cre* mice, *Eomes*^fl/+^ mice or *Eomes*^fl/+^*Cd4Cre* mice, and tumor growth was monitored every 3 days. Tumor volume was calculated by the following formula: tumor volume = 0.5 × length × width^2^.

### Isolation of TILs

E.G7 tumors were digested with 1 mg/mL collagenase D supplemented with 10 U/mL DNase I for 30 min at room temperature. Single cell suspension was centrifuged at a 40 and 70% discontinuous Percoll gradient (GE Healthcare) to isolate total tumor-infiltrating lymphocytes (TILs).

### Flow Cytometry

The following fluorescent dye-conjugated anti-mouse antibodies were used for staining: anti-CD8α (53-6.7), anti-PD-1 (J43), anti-Granzyme B (NGZB), anti-Perforin (ebio-omakd), anti-Foxp3 (FJK-16s), anti-IFN-γ (XMG1.2), anti-TOX (TXRX10) and anti-Eomes (Dan11mag) (eBioscience); anti-CD3e (145-2C11), anti-NK-1.1 (PK136), anti-CD4 (RM4-5), anti-CD44 (IM7), anti-CD62L (MEL-14), anti-IL-2 (JES6-5H4), anti-T-bet (O4-46) and anti-TNFα (MP6-XT22) (BD); anti-Tim-3 (RMT3-23) and anti-CD107a (1D4B) (Biolegend); anti-TCF1 (C63D9) (Cell Signaling Technology); BV421 labeled MHC tetramer H-2K^b^ SIINFEKL were obtained from NIH. Single cell suspensions were stained with antibodies against surface molecules. For tetramer staining, cells were incubated with BV421 labeled MHC tetramer H-2K^b^ SIINFEKL (1:2000, 4°C for 30 min) and washed twice prior to surface antibody staining. For intracellular cytokine staining, cells were stimulated with PMA (50 ng/mL, Sigma-Aldrich, MO) and ionomycin (500 ng/mL, Sigma-Aldrich, MO) in the presence of Brefeldin A (Golgiplug, BD Bioscience) for 4 h prior to staining with antibodies against surface proteins followed by fixation and permeabilization and staining with antibodies against intracellular antigens. Cells were analyzed on an LSRFortessa (BD) flow cytometer, and data analyzed using FlowJo X. Dead cells were excluded based on viability dye staining (Fixable viability dye eF506, eBioscience). Biexponential transformation was applied to display the flow cytometry data.

### *In vitro* Stimulation of CD8^+^ T Cells

CD8^+^ T cells were isolated from spleen and lymph nodes of *Eomes*^fl/fl^, *Eomes*^fl/fl^*Cd4Cre, Eomes*^fl/+^ or *Eomes*^fl/+^*Cd4Cre* mice using Dynabeads Flowcomp mouse CD8 kit (Invitrogen). For proliferation assay, CD8^+^ T cells were labeled with CFSE (2 μM CFSE, 37°C for 10 min) and cultured in 96-well plate coated with 1 μg/mL anti-CD3 or 1 μg/mL anti-CD3+1 μg/mL anti-CD28 (10^5^ per well) for 3 days. Proliferation capacity was evaluated by CFSE dilution using flow cytometry. To detect cytokine production, 10^5^ unlabeled CD8^+^ T cells were cultured n 96-well plate coated with 1 μg/mL anti-CD3 or 1μg/mL anti-CD3+1μg/mL anti-CD28 for 3 days. Golgi Plug was added 4 h prior to harvest and cytokine production were measured by intracellular flow cytometric analysis.

### Retroviral Overexpression of Eomes

Eomes was cloned into a retroviral expression vector (RVKM) which also encodes an IRES-hCD2 cassette. This vector was transfected into Pheonix to package retrovirus. The empty vector was used as a control. CD8^+^ T cells were isolated from spleen and lymph nodes of OT-I mice using Dynabeads Flowcomp mouse CD8 kit (Invitrogen). Then the cells were stimulated with SIINFEKL peptide (OVA257-264) at 2.5 ng/mL in the presence of 10 U/mL IL-2 for 24 hr. Retroviral supernatants were harvested, filtered, and supplemented with 6 μg/mL polybrene. OT-I T cell cultures were spinduced with the retroviral supernatant for 90 min at 1,800 rpm, 32°C. 48 h later, hCD2^+^ cells were sorted prior to re-stimulation or adoptive transfer. hCD2^+^ OT-I cells were plated at 4 × 10^4^ cells/well in 96-well plates and re-stimulated with 2.5 ng/mL OVA with 10 U/mL IL-2 for 3 days before harvested for RNAseq and ChIPseq analysis.

### Adoptive Transfer of Control or Eomes-Overexpressing OT-I Cells

1.5 × 10^6^ E.G7 was injected subcutaneously into 6~8-week-old female C57BL/6J mice. After 12 days, 0.5 × 10^6^ hCD2^+^ control or Eomes-overexpressing OT-I cells without re-stimulation was intravenously transferred into these mice. Tumor growth was monitored every 3 days.

### RNA Sequencing Analysis

Total RNA was extracted from re-stimulated control or Eomes-overexpressing OT-I cells and sent to BGI Genomics for library construction. The library products were sequenced via Illumina Hiseq4000 by BGI Genomics. The sequencing reads were filtered by SOAPnuke without quality problems. Genome mapping was done by HISAT. Clean reads were mapped to the mm10 reference genome using Bowtie2, and gene expression indicated by RPKM (Reads Per Kilobases per Million reads) was calculated by RSEM. Differentially expressed genes (DEG) were detected with PoissonDis by at least 1.5-fold change and FDR lower than 0.01. Gene set enrichment analysis (GSEA) was performed using (www.broadinstitute.org/gsea) (22). Pathway analysis of DEGs was conducted using DAVID Tools (https://david.ncifcrf.gov).

### ChIPseq Analysis

Re-stimulated control or Eomes-overexpressing OT-I cells were harvested, fixed with 1% formaldehyde for 10 min at room temperature and stopped by adding glycine to 125 mM. ChIP experiment was done following instructions of Active Motif's ChIP assay kit (53,035) with slight modifications, in which 10 cycles of sonication (Bioruptor) were added after enzyme digestion, and dynabeads protein G (Life Technologies) were used for immunoprecipitations. 5μg anti-TBR2/Eomes antibodies (ab23345, abcam) were used for each reaction. The precipitated DNA was sent to BGI genomics for library construction and deep sequencing. To analyze the sequencing data, the sequencing reads were mapped to the *Mus musculus* genome (version mm10) using Bowtie2 with no more than two mismatches. After PCR duplicates removal by samtools, MACS2 was used for peak calling, compared with each input control with FDR <0.001. Integrative analysis of RNAseq and ChIPseq data was conducted using BETA (23). mmTF motif analysis was computed using HOMER (homer.salk.edu).

### Statistical Analysis

Statistical analysis of tumor growth curves was performed using linear regression. Statistical comparisons were performed using ordinary One-way ANOVA analysis followed by multiple comparisons (more than two groups) or Student's *t*-test (comparing only two groups). *P*-values < 0.05 were considered to be statistically significant.

### Data and Software Availability

Gene Expression Omnibus: RNAseq data and ChIPseq data have been deposited under accession code GSE122895.

## Results

### Increased Expression of Eomes Is Associated With Exhausted CD8^+^ T Cells in Cancer

Expression of Eomesodermin (Eomes) was reported to be up-regulated in exhausted or terminally differentiated CD8^+^ T cells in chronic infection induced by LCMV clone 13 (12, 24). Previously we found B7S1 co-inhibitory pathway might drive T cell exhaustion through up-regulating Eomes (19). To assess Eomes expression in exhausted CD8^+^ T cells in the tumor, we examined CD8^+^ tumor-infiltrating T lymphocytes (TILs) at different time points after 10^6^ E.G7 cells were subcutaneously inoculated into C57BL/6 mice. Tumor was harvested on Day 12 or Day 25 and TILs were subject to flow cytometric analysis. Increased expression of Eomes was found in CD8^+^ TILs from Day 25 tumor compared to Day 12 (Figure 1A), indicating that Eomes expression in CD8^+^ TILs is elevated as tumor progresses. Moreover, Eomes was co-expressed with Programmed Death-1 (PD-1, encoded by *Pdcd1*) and T-cell immunoglobulin and mucin-domain containing-3 (Tim-3, encoded by *Havcr2*) in CD8^+^ TILs by day 12 to day 25 of tumor challenge. PD-1^+^Tim-3^+^ CD8^+^ TILs, which were previously known as exhausted T cells (25, 26), displayed higher expression of Eomes than PD-1^−^Tim-3^−^ cells (Figure 1B). We also compared the expression levels of Eomes in CD8^±^ TILs at different differentiation stages. Effector (CD62L^−^CD44^+^Tim-3^−^) and memory (CD62L^+^CD44^+^) CD8^±^ T cells in the tumor possessed higher Eomes expression than naïve T cells (CD62L^+^CD44^−^), but lower expression of Eomes than exhausted CD8^±^ TILs (CD62L^−^CD44^+^Tim-3^+^) (Figure 1C).

**Figure 1:**
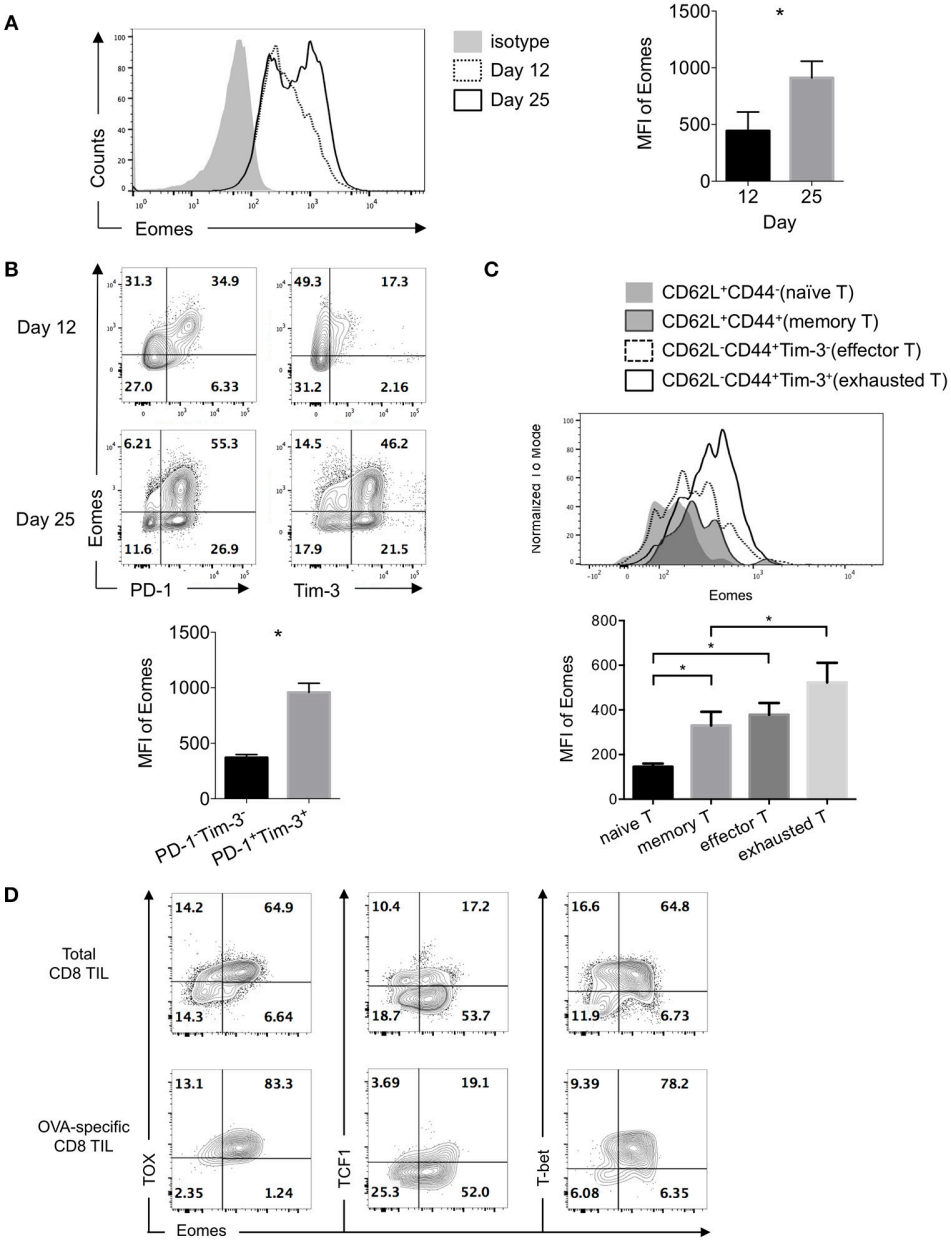
Exhausted CD8^+^ TILs express elevated Eomes. 10^6^ E.G7 cells were subcutaneously inoculated into C57BL/6 mice on Day 0. Tumor was harvested on Day 12 or Day 25 and TILs were isolated for flow cytometric analysis. **(A)** Representative (left) and summarized (right) histograms showing expression of Eomes in CD8^+^ TILs on Day 12 and Day 25 post tumor inoculation measured by intracellular flow cytometry. **(B)** Representative flow cytometric analysis of co-expression of Eomes with PD-1 or Tim-3 in CD8^+^ TILs on Day 12 and Day 25 (left) and summary histogram of expression of Eomes in PD-1^−^Tim-3^−^ and PD-1^+^Tim-3^+^ CD8^+^ TILs on Day 25 post tumor inoculation. **(C)** Expression of Eomes in CD8^+^ TILs at different differentiation stages. **(D)** Representative flow cytometric analysis of co-expression patterns of Eomes with TOX, TCF1 or T-bet in total CD8^+^ TILs and OVA-specific CD8^+^ TILs on Day 25 post tumor inoculation. Data are pooled from 2 independent experiments with 3–5 mice per group. Error bars denote mean ± SEM. Statistical analysis was performed using unpaired **(A)** and paired **(B)** Student's *t*-test and ordinary One-way ANOVA analysis followed by multiple comparisons **(C)** ^*^p < 0.05.

Thymocyte selection-associated HMG-box protein (TOX) was among the core exhaustion signatures identified by correlation matrix analysis of exhausted CD8^+^ T cells in HIV, together with PD-1, Eomes, 2B4, TIGIT and CD38 (27). Interestingly, we observed co-expression of Eomes with TOX in CD8^+^ TILs, especially in OVA-specific CD8^+^ TILs. However, much fewer Eomes-expressing cells co-expressed T cell factor 1 (TCF1, encoded by *Tcf7*), a transcription factor previously reported to repress exhaustion and maintain T cell stemness (28). In addition, T-bet and Eomes, the two homologous T-box transcription factors, were co-expressed in exhausted CD8^+^ TILs (Figure 1D). These findings suggest potential collaboration or competition of Eomes with other transcription factors.

### Eomes Is Required for Full Development of Anti-tumor CTLs

Previous studies suggest that Eomes might complement with T-bet and act as a key transcription factor for full differentiation of effector CD8^+^ T cells (16). To evaluate the role of Eomes in development of anti-tumor CTLs, we challenged *Eomes*^fl/fl^ and *Eomes*^fl/fl^*Cd4Cre* (conditional ablation of *Eomes* in all T cells) mice with E.G7 tumor. Complete loss of Eomes in T cells resulted in accelerated tumor growth (Figure 2A) and reduced numbers of tumor antigen (OVA)-specific CD8^+^ T cells in the tumor (Figure 2B). Proportion of CD62L^−^CD44^+^ effector CD8^+^ T cells in spleen, tumor-draining lymph node (TDLN) and tumor was significantly decreased (Figures S1A,S1B). Deficiency of Eomes in T cells also dampened effector cytokine (IFN-γ and TNF-α) production and cytotoxicity (marked by surface CD107a expression and Granzyme B production) of CD8^+^ T cells in the tumor (Figures 2C,D), although effector functions of CD8^+^ T cells in spleen and TDLN was not affected (Figure S1C). *In vitro* stimulation of CD8^+^ T cells isolated from *Eomes*^fl/fl^ and *Eomes*^fl/fl^*Cd4Cre* mice by anti-CD3 or anti-CD3/CD28 also confirmed that complete loss of intrinsic Eomes led to impaired proliferation and effector functions of CD8^+^ T cells (Figures S2A,S2B). Moreover, expression of PD-1 and Tim-3, which are induced after T cell activation and then drive T cell exhaustion, was significantly decreased on CD8^+^ TILs from *Eomes*^fl/fl^*Cd4Cre* mice (Figure 2E). Complete absence of Eomes also increased TCF1 expression but decreased TOX expression in CD8^+^ TILs (Figure 2F), suggesting that loss of Eomes helps CD8^+^ T cells maintain cell stemness.

**Figure 2:**
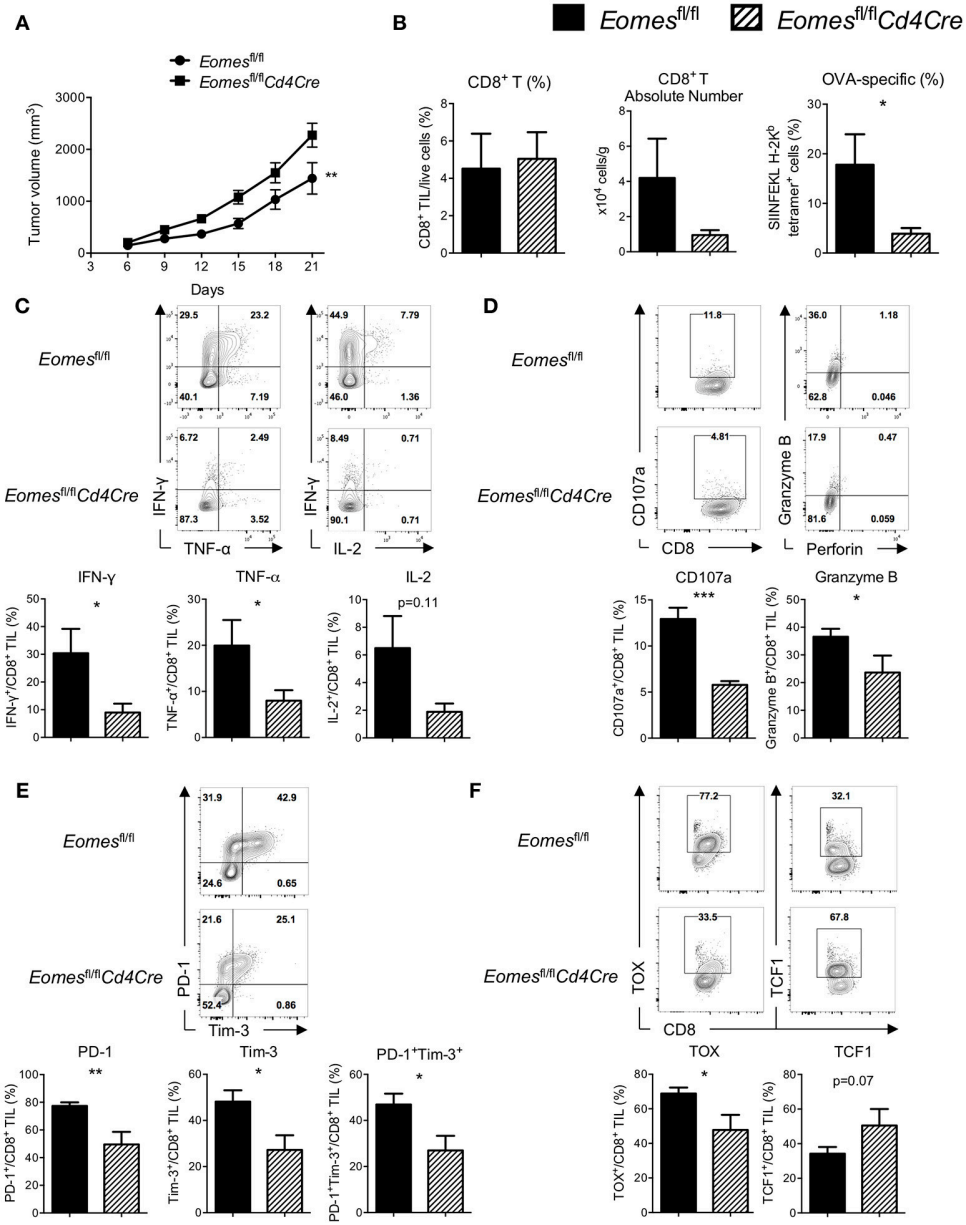
Eomes is required for full development of anti-tumor CTLs. **(A)** Mean tumor volume of intradermal E.G7 implants in *Eomes*^fl/fl^ vs. *Eomes*^fl/fl^*Cd4Cre* mice. **(B)** Summary histograms showing percentage of CD8^+^ TILs in total live cells, absolute number of CD8^+^ T cells in the tumor and frequency of OVA-specific CD8^+^ T (stained by SIINFEKL H-2K^b^ tetramer) in total CD8^+^ TILs from *Eomes*^fl/fl^ vs. *Eomes*^fl/fl^*Cd4Cre* mice on Day 21. **(C)** Production of IFN-γ, TNF-α and IL-2 by CD8^+^ TILs from *Eomes*^fl/fl^ vs. *Eomes*^fl/fl^*Cd4Cre* mice on Day 21 after PMA/ionomycin stimulation. **(D)** Baseline surface expression of CD107a and PMA/ionomycin-stimulated expression of intracellular Granzyme B in CD8^+^ TILs from *Eomes*^fl/fl^ vs. *Eomes*^fl/fl^*Cd4Cre* mice on Day 21. **(E)** Representative flow cytometric analysis and summary data of PD-1 and Tim-3 co-expression on CD8^+^ TILs from *Eomes*^fl/fl^ vs. *Eomes*^fl/fl^*Cd4Cre* mice on Day 21. **(F)** Expression of TOX and TCF1 in CD8^+^ TILs from *Eomes*^fl/fl^ vs. *Eomes*^fl/fl^*Cd4Cre* mice on Day 21 measured by intracellular flow cytometric analysis. Data are pooled from 2 independent experiments with 4–6 mice per group. Error bars denote mean ± SEM. Statistical analysis was performed using linear regression **(A)** or unpaired Student's *t*-test (others). ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001.

We then examined whether ablation of Eomes influences the numbers and effector function of CD4^+^ T cells in the tumor setting. Percentage of total CD4^+^ T cells (Figure S3A) and CD62L^−^CD44^+^ effector CD4^+^ T cells (Figure S3C) as well as their effector functions (Figure S3D) in spleen, TDLN and tumor were similar between *Eomes*^fl/fl^ and *Eomes*^fl/fl^*Cd4Cre* mice. Expression of PD-1 and Tim-3 on tumor-infiltrating CD4^+^ T cells was not altered by conditional knockout of Eomes in T cells, either (Figure S3E). However, frequency of regulatory T cells (Treg, Foxp3^+^CD4^+^ T) was reduced in the tumor of *Eomes*^fl/fl^*Cd4Cre* mice (Figure S3B), suggesting that Eomes might play a role in development or maintenance of intra-tumoral Treg cells instead of regulating effector functions of CD4^+^ T cells. Taken together, our data suggest that Eomes plays a key role in full development of anti-tumor CD8^+^ T cells.

### High Levels of Eomes Expression Is Required for T Cell Exhaustion

Although Eomes is required for full development of anti-tumor CTLs, increased expression of Eomes in CD8^+^ T cells is associated with T cell exhaustion. To examine the role of Eomes in T cell exhaustion, we generated mice carrying only one floxed *Eomes* allele on a *Cd4Cre* transgenic background (*Eomes*^fl/+^*Cd4Cre*) by crossing *Eomes*^fl/fl^ mice with *Cd4Cre*/+ mice, which might allow us to dissect the possible link between Eomes dose and T cell exhaustion while maintaining the basal dose of Eomes in CD8^+^ T cells for full CTL development. CD8^+^ T cells isolated from *Eomes*^fl/+^*Cd4Cre* mice did not have deficiency in proliferation or production of Granzyme B and IFN-γ upon anti-CD3 or anti-CD3/CD28 stimulation (Figures S4A,S4B), suggesting that Eomes is haplosufficient for CTL development. We then subcutaneously injected 10^6^ E.G7 tumor cells into *Eomes*^fl/+^*Cd4Cre* and *Eomes*^fl/+^ mice. Deletion of one allele of *Eomes* in T cells led to reduced tumor growth (Figure 3A) and increased frequencies and absolute numbers of CD8^+^ T cells in the tumor (Figure 3B). Percentages of CD62L^−^CD44^+^ effector CD8^+^ T cells were not significantly changed in spleen and TDLN (Figure S5B), but slightly increased in tumor of *Eomes*^fl/+^*Cd4Cre* mice. In addition, the amount of CD44 expression was significantly increased on CD8^+^ TILs from *Eomes*^fl/+^*Cd4Cre* mice (Figure S5A). CD8^+^ TILs from *Eomes*^fl/+^*Cd4Cre* mice showed enhanced production of IFN-γ, TNF-α, and IL-2 upon stimulation (Figure 3C) and increased CD107a surface expression (Figure 3D) compared to CD8^+^ TILs from *Eomes*^fl/+^ mice. TNF-α production by CD8^+^ T cells from TDLN was also increased in *Eomes*^fl/+^*Cd4Cre* mice (Figure S5C). Furthermore, deficiency of one allele of *Eomes* in T cells resulted in decreased co-expression of PD-1 and Tim-3, which marks T cell exhaustion, on tumor-infiltrating CD8^+^ T cells (Figure 3E). Exhaustion-associated transcription factor TOX was decreased, while TCF1, a transcription factor associated with T cell stemness and memory, was increased in CD8^+^ TILs from *Eomes*^fl/+^*Cd4Cre* mice (Figure 3F). These results indicate that CD8^+^ TILs in *Eomes*^fl/+^*Cd4Cre* mice were less exhausted. However, conditional deletion of one *Eomes* allele in T cells did not alter the number or phenotypes of CD4^+^ T cells in E.G7 tumor model (Figure S6).

**Figure 3:**
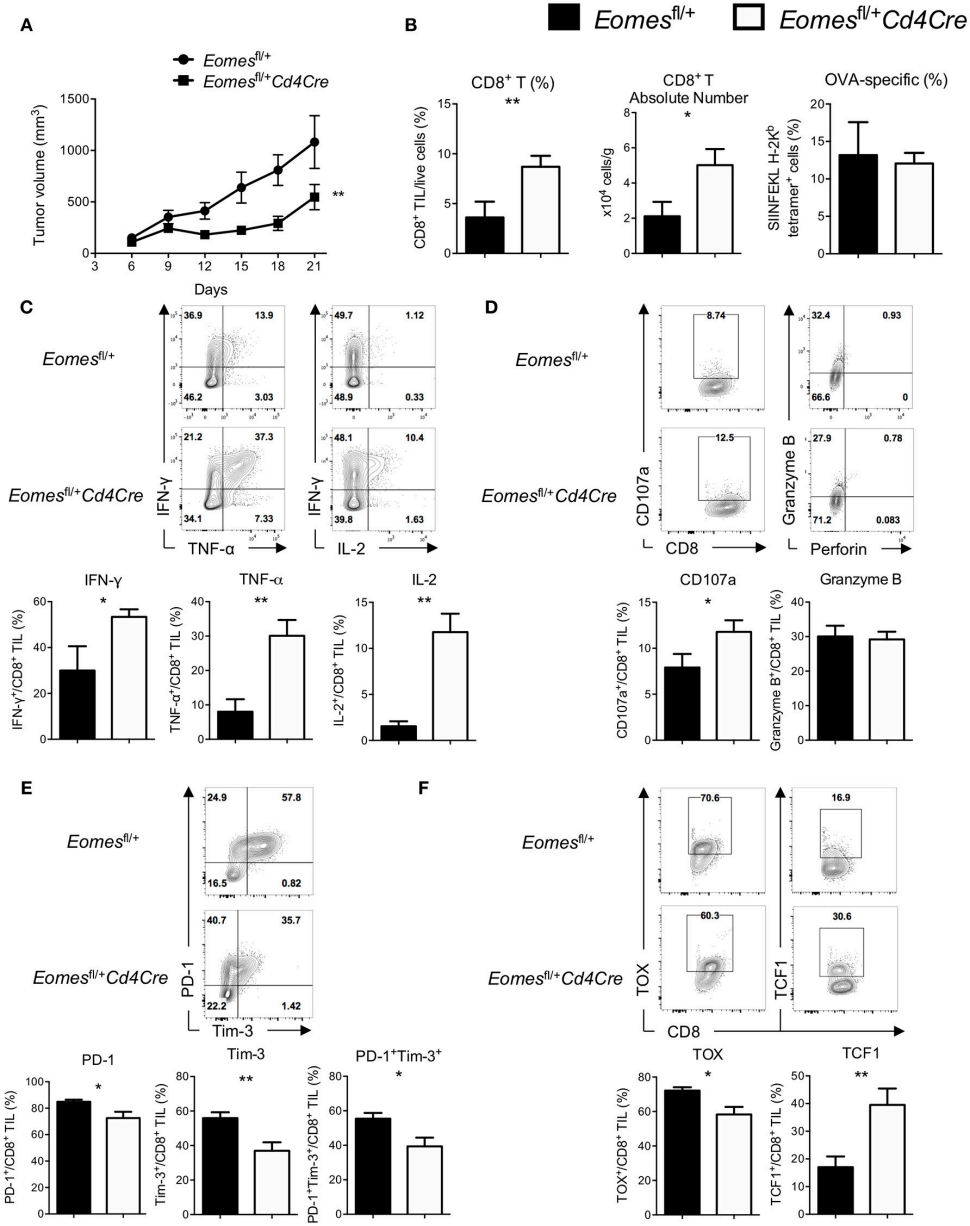
High amounts of Eomes in CD8^+^ TILs drive T cell exhaustion. **(A)** Mean tumor volume of intradermal E.G7 implants in *Eomes*^fl/+^ vs. *Eomes*^fl/+^*Cd4Cre* mice. **(B)** Summary histograms showing percentage of CD8^+^ TILs in total live cells, absolute number of CD8^+^ T cells in the tumor and frequency of OVA-specific CD8^+^ T (stained by SIINFEKL H-2K^b^ tetramer) in total CD8^+^ TILs from *Eomes*^fl/+^ vs. *Eomes*^fl/+^*Cd4Cre* mice on Day 21. **(C)** Production of IFN-γ, TNF-α and IL-2 by CD8^+^ TILs from *Eomes*^fl/+^ vs. *Eomes*^fl/+^*Cd4Cre* mice on Day 21 after PMA/ionomycin stimulation. **(D)** Baseline surface expression of CD107a and PMA/ionomycin-stimulated expression of intracellular Granzyme B in CD8^+^ TILs from *Eomes*^fl/+^ vs. *Eomes*^fl/+^*Cd4Cre* mice on Day 21. **(E)** Representative flow cytometric analysis and summary data of PD-1 and Tim-3 co-expression on CD8^+^ TILs from *Eomes*^fl/+^ vs. *Eomes*^fl/+^*Cd4Cre* mice on Day 21. **(F)** Expression of TOX and TCF1 in CD8^+^ TILs from *Eomes*^fl/+^ vs. *Eomes*^fl/+^*Cd4Cre* mice on Day 21 measured by intracellular flow cytometric analysis. Data are pooled from 2 independent experiments with 5–8 mice per group. Error bars denote mean ± SEM. Statistical analysis was performed using linear regression **(A)** or unpaired Student's *t*-test (others). ^*^p < 0.05, ^**^p < 0.01.

To further investigate the dosage effects of Eomes on T cell function, we overexpressed Eomes in *in vitro* activated OT-I cells and then adoptively transferred them into E.G7-bearing mice to compare their *in vivo* cytolytic activity with control OT-I cells. Overexpression of Eomes in OT-I cells dampened their capability to control tumor growth *in vivo* (Figure S7). Therefore, high levels of Eomes expression in tumor-infiltrating CD8^+^ T cells are required for their exhausted phenotypes.

### Eomes Controls the Transcriptional Profile Associated With Exhaustion

To understand how high levels of Eomes drive T cell exhaustion, we conducted trancriptomic profiling on OT-I cells chronically stimulated with OVA peptide (SIINFEKL) *in vitro* with or without Eomes overexpression. 

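CD8+ T cells of OT-I mice, whose T cell receptor recognizes the OVA peptide SIINFEKL, were first activated for 24 h with the peptide at 2.5 ng/mL and IL-2 at 10 U/mL. They were then transduced with a retroviral vector encoding Eomes together with human CD2, or with the empty vector as control. Cells carrying human CD2 were sorted after 48 h, and 40000 cells per well received the same doses of peptide and IL-2 for 3 days before RNA extraction. A single library was sequenced for each condition, so the differences between the 2 conditions have no replicate check and no p-value is given across genes. The authors deposited 1 value per gene symbol, named FPKM in the files and RPKM in the methods, and the name RPKM is kept here. Such values are read numbers scaled to transcript length and library depth, computed by the authors with RSEM after mapping to mm10. Genes with a value of at least 0.01 were listed, 14130 for control and 13985 for Eomes-overexpressing cells, with a median RPKM of 5.71 and 5.84, respectively. The 20 genes with the highest RPKM held 13.0% of the summed RPKM in control and 12.9% in Eomes-overexpressing cells. *Eomes* itself, on chromosome 9 of mm10 from 118478212 to 118486132, rose from an RPKM of 2.47 to 129.6, a log2 ratio of 5.71. Transcripts of the vector-encoded *Eomes* can be counted in this value. It therefore cannot show whether the chromosomal gene changed. Log2 ratios are Eomes-overexpressing over control, with values under 0.01 set to 0.01 as in Table S1. A gene was called expressed when its RPKM was at least 1 in at least 1 library.

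Whole read numbers of the differentially expressed genes (DEGs) were recovered from Table S1, as the pair of reads whose Audic-Claverie Poisson p-value matches the printed one. A pair was found for 575 of 575 DEGs tested, and the pair was unique for 572 of them. With the ratio of the 2 library depths deliberately set to 0.9, a pair was found for 0.696% of the DEGs. The recovered reads, with length and RPKM, place the depth at 19844844 reads for control (95% interval of the median across genes 19824454 to 19868123). The depth of the Eomes-overexpressing library was 19884230 reads (95% interval 19844373 to 19903468). For genes without recovered reads, reads were approximated from RPKM, length and depth. Intervals given for log2 ratios are exact binomial intervals (Clopper-Pearson, 95%) on these reads. They cover counting error only and compare the 2 libraries, not the conditions.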

Previously we showed that overexpression of Eomes decreased cytokine production by OT-I cells in this system (19). 

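Of 14732 gene symbols listed for at least 1 library, 9925 were expressed. The median log2 ratio of the expressed genes was -0.0037 (95% interval of the median -0.0092 to 0.0016), and 92.4% of them lay within 1.5-fold. The transcripts of 759 expressed genes differed by more than 1.5-fold, of which 515 were lower and the others higher in Eomes-overexpressing OT-I cells. These numbers moved most when genes under an RPKM of 1 were also counted, to 1356 higher and 2088 lower. With a Poisson test on the approximated reads added (Benjamini-Hochberg FDR of 0.01), 210 expressed genes were higher and 441 lower. The spread of log2 ratios narrowed with abundance. Among 2415 genes with a mean RPKM of 1 to 5, the central 95% of log2 ratios ran from -1.21 to 0.78, and among 910 genes with a mean RPKM of at least 100 from -0.45 to 0.31.

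Table S1 as read here holds 587 genes, 241 up-regulated and 346 down-regulated, and each had the same RPKM in the deposited files. RPKM was under 1 in both libraries for 35 of the up-regulated and 100 of the down-regulated genes. A change of at least 2-fold was found for 90 and 253 of them, respectively. The copy of the table read here stops at a log2 ratio of -0.81 among the down-regulated genes, so the 346 lack the smaller decreases of the paper's 513 and the share of 2-fold decreases among them is too high for the full table. A single matching pair of reads was recovered for 572 of the 587 genes. The others include genes with very many reads, such as *Eomes*, *Gzma* and *Cd8a*. Over the 572 genes the median was 249.5 reads in both libraries together, and 79 genes (13.8%) had fewer than 50.

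The numbers of changed genes also differed with the GC content of the transcript. Among the 3300 expressed genes with the lowest GC content (at most 46.5%), 139 were higher and 108 lower. Among the 3300 with the highest GC content (at least 52.9%), 52 were higher and 266 lower. Apart from *Eomes*, the 4 genes with the largest increase at an RPKM of at least 1 in both libraries were *Gzmk*, *Khdc1c*, *Gzmd* and *Gzme*. The 5 genes with the largest decrease were *Cd74* (log2 ratio -2.07), *Igfbp7* (-2.06), *Pdzk1ip1* (-2.01), *Tm4sf5* (-1.95) and *Ifi27l2a* (-1.91).

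**Figure D1:**
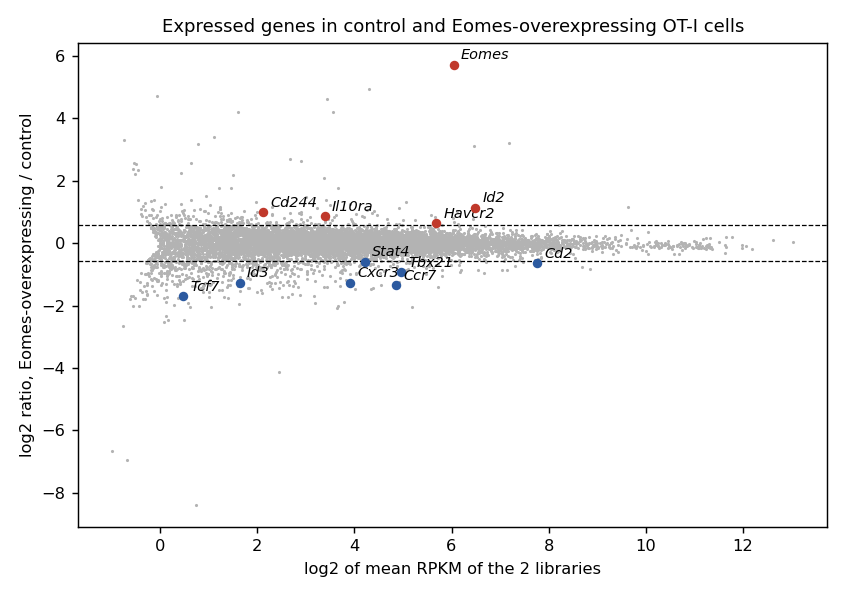
Log2 ratio of each of the 9925 expressed genes (y axis, Eomes-overexpressing over control, 1 library each) against the log2 of its mean RPKM (x axis). Dashed lines mark 1.5-fold, and the genes highlighted in Figure 4A are red when higher and blue when lower. The spread of the gray points narrows toward high RPKM, and *Eomes* has the highest point, at 5.71.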

Two hundred and forty-two genes were found up-regulated and 513 genes down-regulated by Eomes overexpression (Table S1, FDR <0.01, fold change>1.5). Eomes-overexpressing OT-I cells showed increased transcript abundance of genes encoding co-inhibitory receptors (e.g., *Cd244* and *Havcr2*) and *Il10ra* which encodes receptor for IL-10, a cytokine that promotes T cell exhaustion (29). In contrast, Eomes-overexpressing OT-I cells down-regulated genes associated with memory development, including *Ccr7* and *Tcf7*, and genes important for Th1 differentiation, e.g., *Tbx21, Stat4*, and *Cxcr3* (Figure 4A). 

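*Havcr2*, which encodes Tim-3, lies on chromosome 11 of mm10 from 46454935 to 46481255. Its RPKM was 40.0 in control and 62.6 in Eomes-overexpressing OT-I cells, a log2 ratio of 0.64. The 2161 and 3378 reads recovered for the 2 libraries give an interval of 0.57 to 0.72, whose low end lies under the log2 ratio of 0.58 that corresponds to 1.5-fold. When the median log2 ratio of genes with similar GC content was subtracted, a step chosen after seeing the data, the log2 ratio of *Havcr2* was 0.56 and thus under 1.5-fold. *Cd244*, on chromosome 1 from 171559193 to 171609746, rose from an RPKM of 2.92 to 5.81. The log2 ratio of 0.99 rests on 218 and 435 reads (interval 0.76 to 1.24). *Il10ra*, on chromosome 9 from 45253837 to 45269149, rose from an RPKM of 7.44 to 13.4. Its log2 ratio was 0.85, from 519 and 938 reads (interval 0.70 to 1.01).

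*Entpd1*, which was listed with the inhibitory receptors but encodes an ectoenzyme and not a receptor, had a log2 ratio of 1.13. *Pdcd1*, which encodes PD-1, was at an RPKM of 203.7 in control and 145.4 in Eomes-overexpressing cells, a log2 ratio of -0.49 (interval -0.54 to -0.44 from approximated reads). The log2 ratios of *Cd160*, *Lag3*, *Tigit*, *Ctla4* and *Btla* were -0.23, -0.35, -0.56, -0.95 and -1.45, respectively. The list called inhibitory receptors here held 9 genes, with *Cd244*, *Havcr2* and *Entpd1* included. Of these, 3 were higher and 6 lower, and the median log2 ratio was -0.35. As a description of these libraries, that median lay at percentile 0 among 10000 random lists of 9 genes matched on mean RPKM.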

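*Ccr7*, on chromosome 11 of mm10 from 99144196 to 99155077, fell from an RPKM of 41.9 in control to 16.4 in Eomes-overexpressing OT-I cells. Its log2 ratio was -1.35 (interval -1.49 to -1.22 from 1632 and 639 reads). *Tcf7*, on chromosome 11 from 52252371 to 52283014, had a lower abundance, with an RPKM of 2.12 and 0.65. Its log2 ratio was -1.71 (interval -2.33 to -1.17 from 113 and 34 reads), and was -0.92 with a pseudocount of 1 added to both RPKM values. Over a list of 13 memory-associated genes, 10 were lower and 2 higher, with a median log2 ratio of -0.37 at percentile 0.08 among matched random lists. Of the other genes highlighted in Figure 4A, *Id2* had a log2 ratio of 1.13 and *Id3* of -1.27. *Cd2* had a log2 ratio of -0.64, which was -0.58 and under 1.5-fold after centring by GC content.

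*Tbx21*, which encodes T-bet, lies on chromosome 11 from 97098071 to 97115331. Its RPKM was 41.0 in control and 21.6 in Eomes-overexpressing cells, a log2 ratio of -0.92 (interval -1.03 to -0.82 from 2071 and 1091 reads). *Cxcr3*, on chromosome X from 101731535 to 101734269, fell from an RPKM of 21.2 to 8.83, a log2 ratio of -1.27 (interval -1.47 to -1.06 from 671 and 279 reads). *Stat4*, on chromosome 1 from 51987148 to 52107189, fell from an RPKM of 22.5 to 14.8. Its log2 ratio was -0.60, and about 1331 and 877 approximated reads give an interval of -0.73 to -0.48, which spans 1.5-fold.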

Gene set enrichment analysis (GSEA) revealed that genes up-regulated in exhausted CD8^+^ T cells during chronic viral infection were enriched, while effector signatures were reduced in Eomes-overexpressing OT-I compared to control OT-I cells (Figure 4B). 

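The gene sets from chronic viral infection were not used here. Instead, the 9925 expressed genes were ordered from the highest to the lowest log2 ratio, and the positions of single genes were read from that order. *Entpd1* was at position 49, *Cd244* at 71, *Il10ra* at 103 and *Havcr2* at 197. Toward the other end, *Pdcd1* was at position 9243, *Tigit* at 9383, *Ctla4* at 9720 and *Tox*, which encodes a transcription factor of exhausted cells, at 9913. Among effector genes, *Prf1* was at position 627, *Tnf* at 2981, *Gzmb* at 4165 and *Ifng* at 4646, while *Csf2* was at 9905. The log2 ratio of *Ifng* was 0.02, and turned to -0.13 after centring by GC content. Over a list of 9 cytokine and chemokine genes the median log2 ratio was -0.12, at percentile 5.55 among matched random lists. Over a list of 12 exhaustion-associated transcription factors it was -0.19, at percentile 2.55. With these settings neither list lay outside the central 95% of random lists. The transcription factors were close to its lower end and lay below it with a pseudocount of 0.1 (percentile 2.33) and with 30 bins (2.02). They stayed inside it with a pseudocount of 1 (13.8), among expressed genes (11.5) and after centring by GC content (3.98). The cytokines and chemokines lay below it after centring by GC content (2.25) and stayed inside it under the other alternatives.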

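The pathway terms printed in Figure 4C were looked up among the genes of Table S1, of which 471 of 587 carry at least 1 biological process term. Table S1 annotates DEGs only, so the genes that carry each term are given without an enrichment test. The paper used DAVID, whose gene assignments were not examined here and can differ. The term cytolysis was carried by 4 up-regulated DEGs and by no down-regulated DEG read here. *Gzmd* rose from an RPKM of 28.7 to 264.0 and *Gzme* from 18.1 to 157.7. Of the 50-base stretches of their longest transcripts, 21.9% and 20.6% also occur in transcripts of other genes, so that part of these reads cannot be assigned to a single granzyme. *Gzmg* rose from an RPKM of 2.08 to 12.9 and *Gzma* from 490.4 to 1099.8, a log2 ratio of 2.64 and 1.17, respectively. The term positive regulation of cytotoxic T cell differentiation was carried by *Tnfsf9*, with a log2 ratio of 0.78. *Gzmb*, the gene with the highest RPKM in both libraries, had a log2 ratio of 0.04, which was -0.015 after centring by GC content. The RPKM of *Prf1* was 709.1 in control and 940.3 in Eomes-overexpressing cells, a log2 ratio of 0.41.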

Pathway analysis revealed up-regulation of CTL differentiation and cytolysis pathways by Eomes overexpression, validating the important role of Eomes in CTL development. However, Eomes overexpression also induced up-regulation of genes involved in apoptosis and hypoxia pathways, while down-regulating T cell proliferation, chemotaxis and cytokine pathways (Figure 4C), suggesting that Eomes also negatively regulates T cell function. 

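Among the DEGs of Table S1 read here, the term apoptotic signaling pathway was carried by 5 up-regulated and 7 down-regulated genes. The up-regulated genes included *Fasl* (log2 ratio 0.97) and *Tnfrsf21* (1.00), and the down-regulated genes included *Fas* (-0.94), *Cd5* (-0.93) and *Dapl1* (-8.38). *Dapl1* had an RPKM of 3.33 in control and no listed value in Eomes-overexpressing cells. The term cellular response to hypoxia was carried by *Epas1* (log2 ratio 2.19), *Lmna* (1.77) and *Ptgis* (2.30) among up-regulated and by *Ndrg1* (-1.46) and *Mgarp* (-1.31) among down-regulated DEGs. The RPKM of *Ptgis* was under 1 in both libraries, and its log2 ratio was 0.65 with a pseudocount of 1. A list of 14 hypoxia and glycolysis genes had a median log2 ratio of -0.17, with 11 genes lower and 3 higher, at percentile 0.37 among matched random lists. The term T cell proliferation was carried by *Tnfrsf4*, whose RPKM fell from 171.3 to 93.5. The term chemotaxis was carried by *Ccr10* (log2 ratio -1.74), *Ccr1* (-1.69) and *Ccr8* (-1.11). *Csf2*, which encodes the cytokine GM-CSF, fell from an RPKM of 21.6 to 5.80 (log2 ratio -1.90). The term lists of 147 genes are shortened in Table S1 as read here, so other DEGs can carry these terms.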

Collectively, our findings demonstrate that high amounts of Eomes control the transcriptional profile associated with T cell exhaustion.

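Across genes, the log2 ratio fell with the GC content of the longest annotated transcript (Spearman's rho -0.43 over 9900 expressed genes, which are not independent replicates). In 10 groups of 990 genes ordered by GC content, the median log2 ratio went from 0.23 in the group with the lowest GC content (at most 41.5%) to -0.10 in the group with the highest (at least 57.8%). After the log2 ratios were centred by GC content, 196 expressed genes were more than 1.5-fold higher and 486 more than 1.5-fold lower. That centring was chosen after seeing the data. The log2 ratios of *Cd244*, *Il10ra*, *Ccr7*, *Tcf7*, *Tbx21*, *Cxcr3* and *Stat4* stayed past 1.5-fold under it, at 0.91, 0.94, -1.27, -1.64, -0.82, -1.19 and -0.68, respectively. *Pdcd1* was at -0.38 and *Tox* at -2.12 after the same step.

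**Figure D2:**
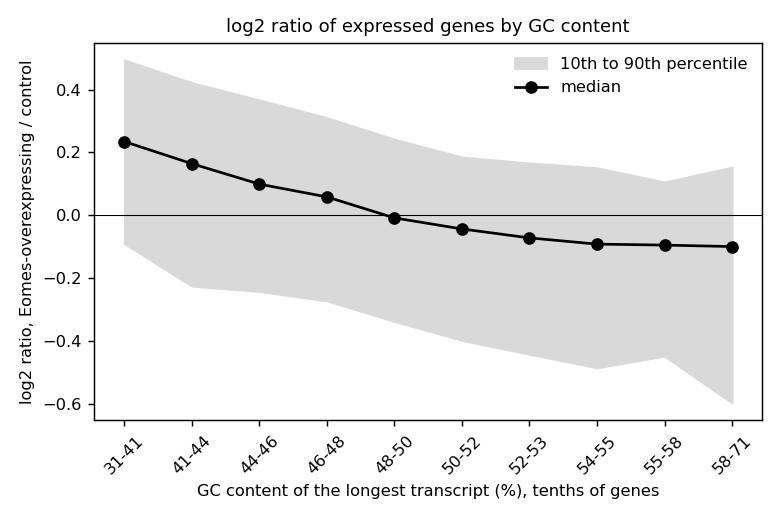
Median log2 ratio (y axis, points; Eomes-overexpressing over control, 1 library each) of expressed genes in 10 groups of equal size ordered by GC content (x axis, range of each group in percent), with the 10th to 90th percentile of genes shaded. The median goes from 0.23 in the group with the lowest GC content to -0.10 in the group with the highest.

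From the higher transcript levels of co-inhibitory receptors and *Il10ra*, the lower levels of memory and Th1 genes, the gene set enrichment and the pathways (Figure 4), the paper concludes that Eomes in high amounts controls the exhaustion-associated transcriptional profile.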

**Figure 4:**
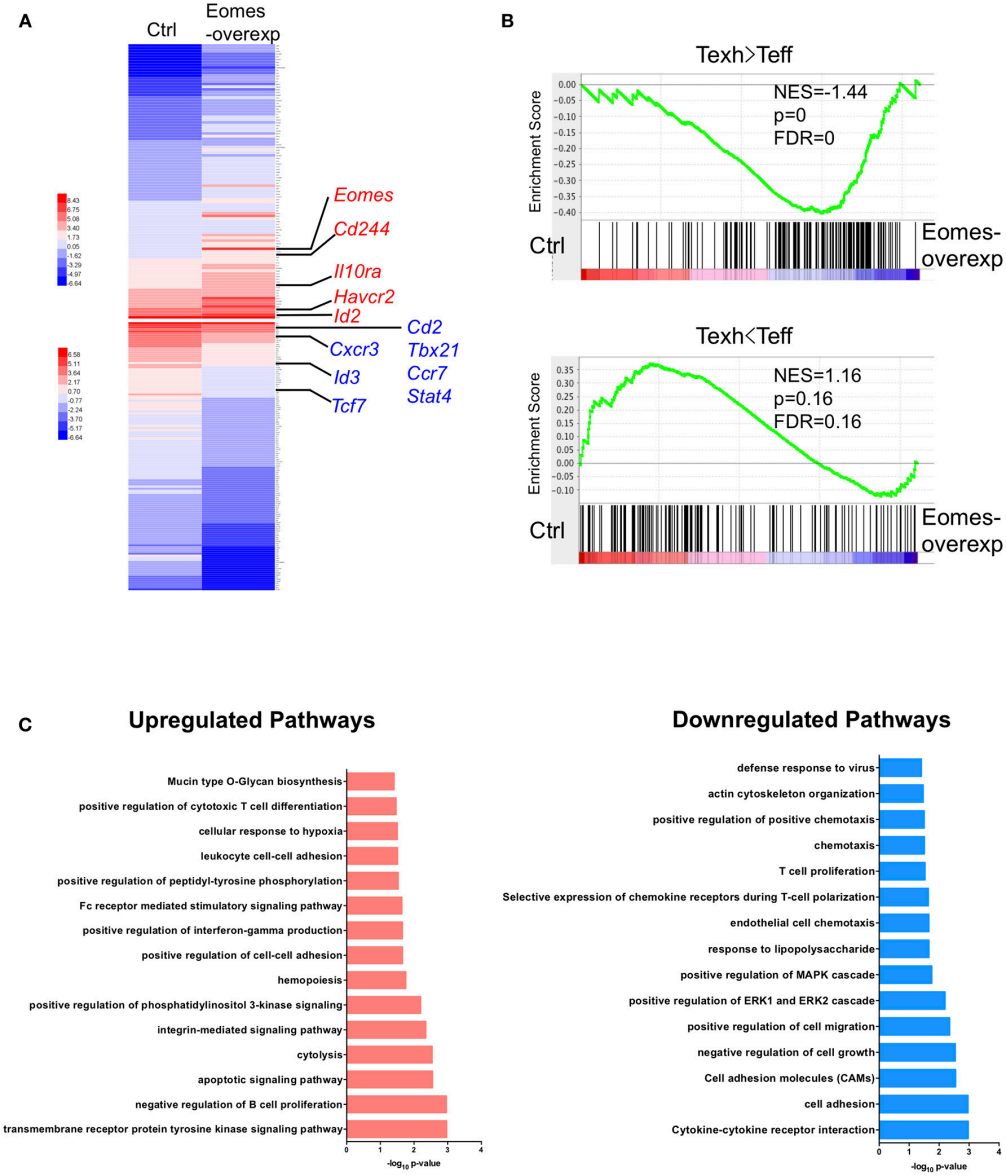
Eomes establishes the exhaustion-associated transcriptional profile. **(A)** Heatmap of the top 100 up-regulated and down-regulated differentially expressed genes (DEGs) in Eomes-overexpressing vs. control OT-I cells. Genes important for Th1 differentiation and memory development as well as for T cell exhaustion are highlighted. See also Table S1. **(B)** Gene set enrichment analysis (GSEA) of genes up-regulated and down-regulated in exhausted CD8^+^ T cells (Day 30) compared to effector CD8^+^ T cells (Day 15) in chronic LCMV infection (30). **(C)** Pathway analysis of up-regulated and down-regulated DEGs using DAVID.

### Eomes Binds to Signature Genes of Exhausted T Cells

To investigate how Eomes functions as a transcription factor to mediate transcriptional profiles of T cell exhaustion, we performed chromatin immunoprecipitation coupled with high-throughput sequencing (ChIPseq) on *in vitro* cultured control vs. Eomes-overexpressing OT-I cells using anti-Eomes antibodies to identify the genome-wide binding sites of Eomes. Four thousand, nine hundred thirty-one peaks were identified specifically in Eomes-overexpressing OT-I cells (Figure 5A), while only 243 peaks were specific to control OT-I cells likely due to low Eomes expression (Figure 5A). Therefore, we focused on these 4,931 peaks for further analysis. Analyses of genomic feature distribution of the 4,931 peaks showed that most of the Eomes-binding events fell into introns or intergenic regions, mostly 10–100 kb upstream or downstream of transcription start sites (TSS), indicating that Eomes often binds to enhancers or distal regulatory elements to regulate gene transcription (Figure 5B). We compared the Eomes-binding sites with the naïve, memory, effector or exhaustion-specific open chromatin regions (OCRs) identified by ATAC-seq analyses of naïve, memory, effector or exhausted CD8^+^ T cells during chronic LCMV infection (9). There were more Eomes-binding events falling into effector-specific and exhaustion-specific OCRs (Figure 5C), suggesting that Eomes mainly functions in effector and exhausted cells. We also detected the overlapping peaks between Eomes-ChIPseq and ATAC-seq of exhausted CD8^+^ TILs (19). Over 90% of Eomes-binding sites were within the OCRs of exhausted CD8^+^ TILs, which indicates that Eomes binds to the open genomic loci to control transcriptional profile of T cell exhaustion in tumor (Figure 5D). Therefore, we aligned the Eomes-ChIPseq tracks with ATAC-seq tracks of exhausted CD8^+^ TIL and naive, effector, memory or exhausted CD8^+^ T cells in chronic viral infection to see whether Eomes binds to key genomic loci that regulates transcription of exhaustion-associated genes. We found that Eomes bound to the promoter and −23.8 kb enhancer of *Pdcd1*, which were accessible only in exhausted CD8^+^ T cells in tumor or during chronic viral infection (Figure 5E). Previous studies *d*emonstrated that the−23.8 kb enhancer of *Pdcd1* is required to maintain consistently high levels of PD-1 expression in exhausted CD8^+^ T cells (10). Accordingly, deletion of one or two copies of *Eomes* in T cells resulted in significant decrease of PD-1 expression on CD8^+^ TILs (Figures 2E, 3E), indicating that Eomes maintains high PD-1 expression on exhausted CD8^+^ T cells through binding to key genomic regulatory elements of *Pdcd1*. Eomes also bound to the promoter region of *Havcr2* locus, which became accessible only in exhausted CD8^+^ T cells (Figure 5E). Consistent with this finding, Tim-3, encoded by the *Havcr2* gene, was down-regulated by ablation of one or two alleles of *Eomes* (Figures 2E, 3E) and up-regulated by Eomes overexpression (Figure 4A) in CD8^+^ T cells, suggesting that Eomes might promote expression of Tim-3 on exhausted CD8^+^ T cells by acting on its promoter.

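The annotation places *Havcr2* on the plus strand, so its transcription starts at the low end of the coordinates, position 46454935 of chromosome 11. The increase in RPKM with Eomes overexpression was 1.56-fold. Of the 500 genes closest to *Havcr2* in mean RPKM, 99.6% had a lower log2 ratio. In Table S2, *Havcr2* is at rank 5 of the up-regulated targets, with a rank product of 5.67e-06 as the paper's reported value. The binding data and the protein levels of Tim-3 in tumor-infiltrating cells were not analysed here.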

**Figure 5:**
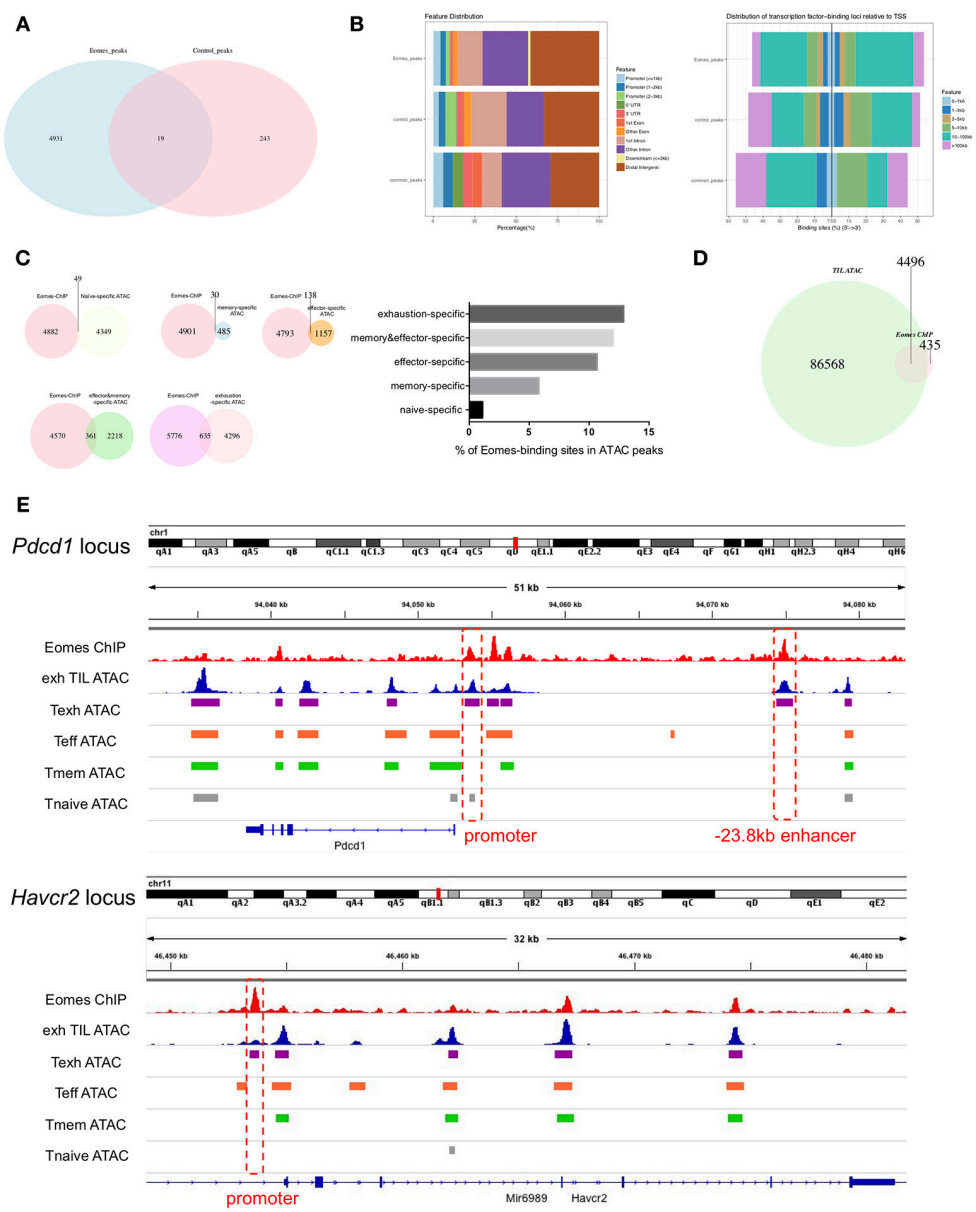
Eomes binds to key genomic loci to establish the transcriptional profile of T cell exhaustion. **(A)** Venn diagram of unique and common peaks identified from Eomes-ChIPseq of control vs. Eomes-overexpressing OT-I cells. **(B)** Genomic feature distribution and distribution of Eomes-binding loci relative to TSS of peaks indicated in **(A). (C)** Venn diagrams showing overlapping peaks between Eomes-binding sites identified by Eomes-ChIPseq and naïve, memory, effector or exhaustion-specific open chromatin regions (OCRs) identified by ATACseq (9), and summary histogram showing percentage of Eomes-binding sites in naïve, memory, effector or exhaustion-specific OCRs. **(D)** Venn diagram showing overlapping peaks between Eomes-binding sites and OCRs of exhausted CD8^+^ T cell in the tumor identified by ATACseq (19). **(E)** Representative Eomes-ChIPseq tracks aligned with previously reported ATACseq tracks of exhausted CD8^+^ TILs (19) and naïve, effector, memory or exhausted CD8^+^ T cells in chronic LCMV infection (9) at the *Pdcd1* and *Havcr2* locus. Promoter and enhancer regions are highlighted.

In order to identify global gene targets of Eomes, we performed BETA analysis to integrate Eomes binding with gene expression altered by Eomes overexpression (23, 31). Eomes was predicted to possess both activating and repressive functions (Figure 6A). This analysis also predicted 2,625 direct regulatory targets of Eomes (1,195 up-regulated and 1,430 down-regulated, Table S2). 

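BETA orders genes by Eomes binding and by the expression difference between the same 2 libraries, so the direction of its targets is part of how they were chosen. Table S2 as read here lists 1194 up-regulated and 1429 down-regulated genes. RPKM values were matched for 1194 and 1427 of them. Their median log2 ratio was 0.27 for up-regulated targets (25th to 75th percentile 0.16 to 0.44) and -0.32 for down-regulated targets (-0.74 to -0.16). A change of more than 1.5-fold was found for 206 up-regulated (17.3%) and 432 down-regulated targets (30.3%). Before centring by GC content, 1 gene of each list did not follow its direction. After centring, 96 of the up-regulated targets had a log2 ratio under 0 and 66 of the down-regulated targets had a log2 ratio above 0. The up-regulated targets at ranks 1 to 4 were *Ccr2*, *Gzme*, *Prf1* and *Serpinb9*. The log2 ratio of *Ccr2* was 2.10 (RPKM 3.91 and 16.7) and that of *Serpinb9* was 1.32 (RPKM 19.0 and 47.5). *Ccr7* was at rank 12 and *Tcf7* at rank 141 of the down-regulated targets.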

To explore possible interaction or regulation to other transcription factors by Eomes, we conducted transcription factor motif analysis on Eomes-binding sites. Eomes-binding sites identified by ChIP-seq of Eomes-overexpressing OT-I cells showed enrichment for T-bet binding motifs (Figure 6B and Table S3). Consistently, we detected 26% of Eomes-binding sites overlapped with T-bet-binding sites when comparing our Eomes-ChIPseq data with T-bet-ChIPseq (32) (Figure 6C). Moreover, GSEA revealed that T-bet activated were down-regulated in Eomes-overexpressing OT-I cells (Figure 6D), indicating Eomes might compete with T-bet binding to regulatory genomic loci to repress transcription of its target genes. Therefore, we summarized a network model based on transcriptional profile altered by Eomes overexpression and Eomes binding events on associated genomic loci (Figure 6E). This model showed that Eomes could up-regulate exhaustion-associated genes and down-regulate effector genes by its direct binding to their regulatory genomic loci or by indirect regulation, thus conferring exhaustion fate to chronically stimulated T cells.

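The gene set of T-bet-activated genes was not used here. Figure 6E marks 11 genes as T-bet targets, and 10 of these were drawn as down-regulated by Eomes. Those 10 genes had log2 ratios under 0, and 5 of them were more than 1.5-fold lower. *Itih5*, which has no arrow for expression, had an RPKM of 5.27 in control and 5.71 in Eomes-overexpressing OT-I cells, a log2 ratio of 0.12. The median over the 11 genes was -0.39, and -0.53 after centring by GC content. The genes with arrows were chosen for their direction, so the median describes the drawn genes only.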

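The genes drawn in Figure 6E fall into 6 groups, by signature and by the arrows for expression and for Eomes binding. The median log2 ratio was 0.78 for 7 exhaustion genes with a red arrow and 0.62 for 16 exhaustion genes with a red arrow and binding. In the first of these groups 7 genes and in the other 9 genes were more than 1.5-fold higher, with *Il2rb* the lowest at 0.06. The median was -0.83 for 7 effector genes with a blue arrow that could be matched by name and -0.42 for 22 effector genes with a blue arrow and binding, of which 7 and 9 were more than 1.5-fold lower. Arrows follow the expression difference, so these medians are part of the drawing.

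Exhaustion genes carry no blue arrow and effector genes no red arrow, so genes with binding alone include those that moved the other way. Among 17 such exhaustion genes, 15 were lower and 2 higher in Eomes-overexpressing OT-I cells, and 6 of them were more than 1.5-fold lower. Their median log2 ratio was -0.53, and -0.66 after centring by GC content. Among 15 effector genes with binding alone that could be matched by name, 9 were higher and 6 lower. Their median was 0.05. Genes without binding are drawn only with an arrow, so the bound genes of each signature were also taken together. Of 33 bound exhaustion genes 18 were higher and 15 lower, with a median of 0.06 at percentile 89.3 among matched random lists. Of 37 bound effector genes matched by name 9 were higher and 28 lower, with a median of -0.25 at percentile 0. From the expression changes and the binding events together, the paper reasons that Eomes could raise exhaustion-associated genes and lower effector genes, by direct binding or indirectly.

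**Figure D3:**
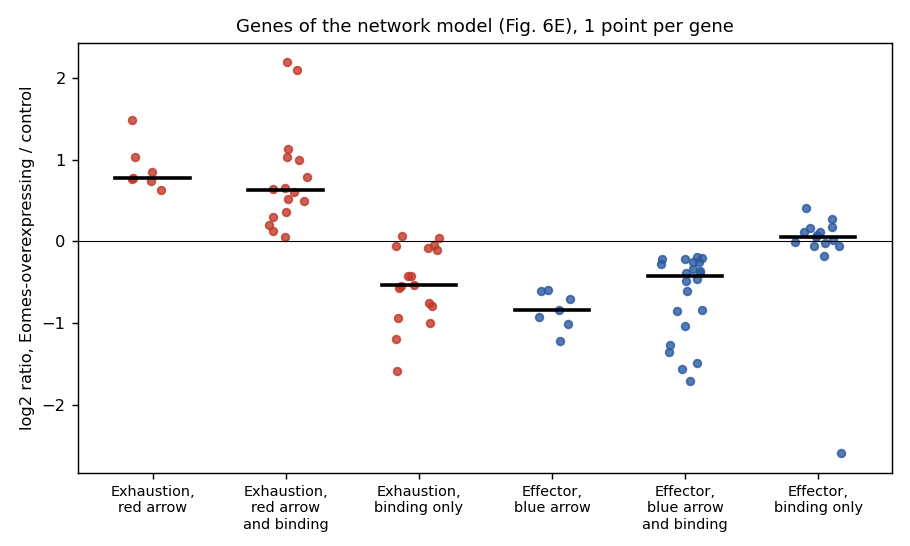
Log2 ratio (y axis, Eomes-overexpressing over control, 1 library each) of each gene drawn in Figure 6E, 1 point per gene, in 6 groups by signature and arrows (x axis). Black lines are group medians, from 0.78 for exhaustion genes with a red arrow to -0.83 for effector genes with a blue arrow, with -0.53 for exhaustion genes with binding only.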

**Figure 6:**
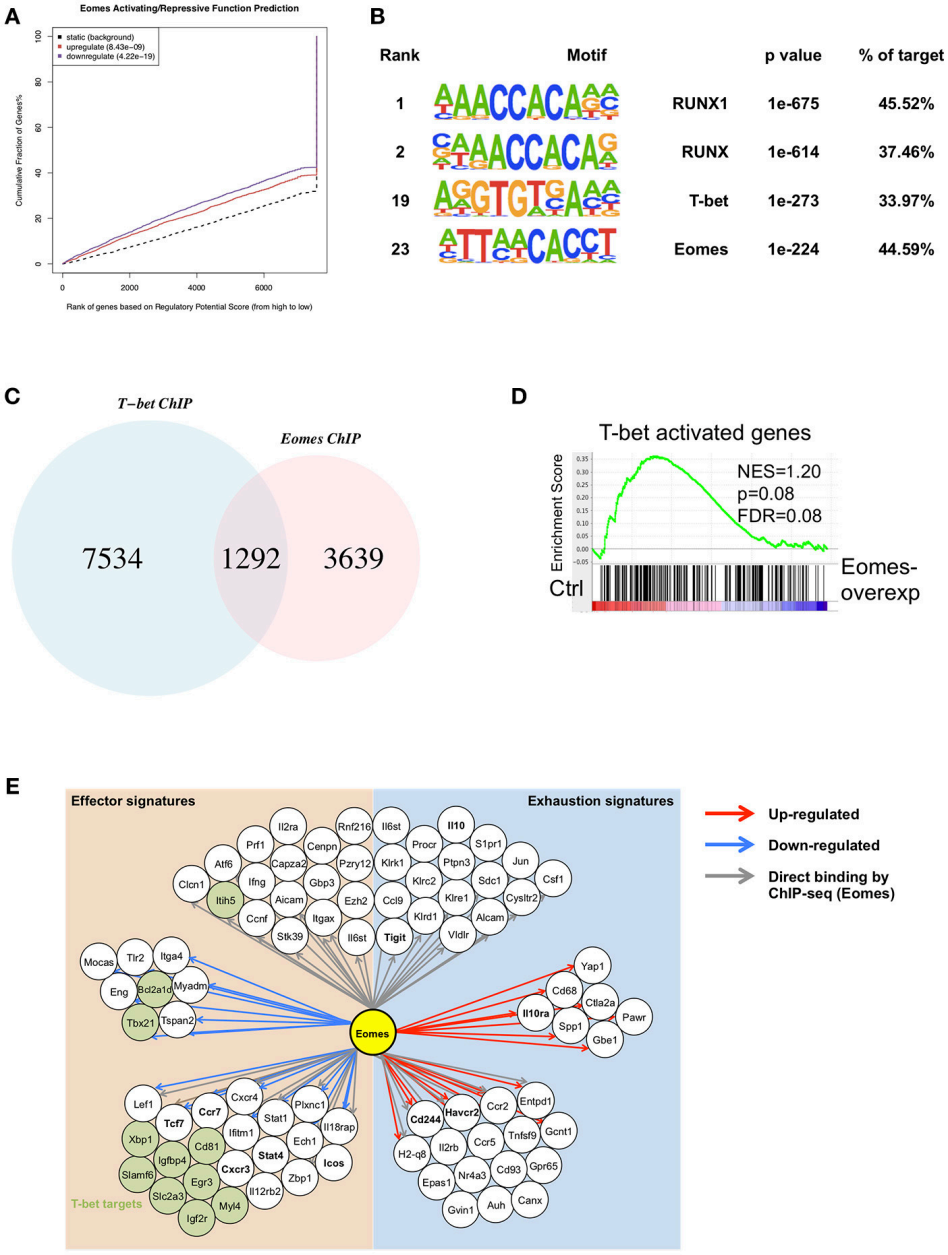
Integrative analysis of ChIPseq and RNAseq data. **(A)** BETA analysis predicting activating/repressive function of Eomes in CD8^+^ T cells. *p*-values represent the significance of the up or down group calculated by the Kolmogorov-Smirnov test. **(B)** Transcription factor motif enrichment in ChIPseq peaks using HOMER. **(C)** Venn diagram showing overlapping peaks between Eomes-binding sites and T-bet-binding sites identified by ChIPseq. **(D)** GSEA of T-bet-activated genes. Genes from the left to right of the rank-ordered list are enriched in control and Eomes-overexpressing OT-I cells, respectively. **(E)** Network model based on RNAseq data of Eomes-overexpressing vs. control OT-I cells and Eomes binding events (ChIPseq data for Eomes). Red arrows designate genes up-regulated by Eomes, blue arrows designate genes down-regulated by Eomes, and gray arrows denote Eomes-binding events on associated genomic loci.

## Discussion

The molecular mechanism underlying CD8^+^ T cell exhaustion has not been well understood. Here we show up-regulated expression of Eomes in exhausted CD8^+^ T cells in the tumor. Eomes was required for full development of anti-tumor CTLs, but high amounts of Eomes in CD8^+^ TILs drove T cell exhaustion and suppressed their effector functions. Moreover, Eomes can bind to key genomic loci to control transcriptional signatures for T cell exhaustion.

Association of Eomes with CD8^+^ T cell exhaustion was first implicated by the findings of high levels of Eomes expression in exhausted CD8^+^ T cells during chronic LCMV infection (12). Eomes^hi^PD-1^hi^ population also positively correlated with severity of human HCV and HIV infection (12, 18). Recently, it was reported that increased Eomes expression was found in CD8^+^ T cells with an exhausted phenotype in mice with relapsed multiple myeloma (33). In our study, we found that Eomes expression was elevated in tumor-infiltrating CD8^+^ T cells as tumor progressed, and exhausted CD8^+^ TILs (characterized by co-expression of PD-1 and Tim-3) possessed enhanced expression of Eomes than naïve, memory and effector cells in tumor. In the context of human cancer, it was previously reported that PD-1^+^ Tim-3^+^ CD8^+^ TILs expressed higher EOMES transcripts than PD-1^−^Tim-3^−^ CD8^+^ TILs in head and neck cancer patients (34). Moreover, in myeloma patients, tumor load above 10% plasma cells was associated with increased number of PD-1^+^EOMES^high^T-bet^low^ CD8^+^ T cells (35). Therefore, EOMES might also play an important role in regulating T cell exhaustion in human tumors.

Eomes seems to play complex roles in effector and exhaustion differentiation of CD8^+^ T cells: on one hand, it cooperates with T-bet for full effector differentiation (16); on the other hand, it is highly associated with T cell exhaustion and terminal differentiation (12). Based on our findings, these context-dependent activities of Eomes may be due to different expression levels of Eomes in effector and exhausted CD8^+^ T cells. Basal dosage of Eomes is required for initial expansion and effector development of CD8^+^ T cells, since complete deletion of Eomes in T cells led to impaired effector differentiation of anti-tumor CTLs. Deletion of one allele of *Eomes* in CD8^+^ T cells resulted in less severe exhausted phenotypes, while overexpression of Eomes in OT-I cells dampened their *in vivo* cytotoxicity, indicating that high amounts of Eomes drive T cell exhaustion instead of promoting effector functions of CD8^+^ T cells. The dosage or concentration of Eomes in cells might affect its binding to different genomic sites: at low concentration it might only bind to high affinity sites, while at high concentration its binding might occur more broadly (binding to both high and low affinity sites). It is also possible that the distinct epigenetic landscapes of effector and exhausted CD8^+^ T cells alter the accessibility of Eomes to its binding sites on the genome, as comparison of Eomes-ChIPseq and ATACseq data revealed that Eomes can bind to chromatin regions specifically open in effector or exhausted CD8^+^ T cells. Another possibility is that Eomes might have different binding partners in effector and exhausted CD8^+^ T cells, which needs to be further investigated by co-IP experiments.

In chronic viral infection, T-bet and Eomes cooperate to sustain the exhausted CD8^+^ T cell pool: the T-bet^hi^PD-1^mid^ progenitor pool retains some proliferative potential, while the Eomes^hi^PD-1^hi^ terminal progeny has limited proliferative capacity and weaker cytokine production; the T-bet^hi^PD-1^mid^ subpopulation can lose T-bet expression and convert to the Eomes^hi^PD-1^hi^ terminal progeny, indicating exclusive expression and opposite functions of T-bet and Eomes in exhausted CD8^+^ T cells (12). However, in the tumor setting, Eomes tends to be co-expressed with T-bet in exhausted CD8^+^ T cells, although overexpression of Eomes down-regulated *Tbx21* transcripts that encode T-bet. We found 26% of Eomes-binding sites overlapped with T-bet-binding sites and T-bet-activated target genes were down-regulated by Eomes overexpression, suggesting that high amounts of Eomes in exhausted CD8^+^ T cells might compete with T-bet for its genomic binding sites to antagonize T-bet functions. However, precise biochemical studies and ChIP analyses are needed to further confirm this regulatory mechanism.

Transcription factors can exert activating or repressive functions to regulate target gene expression. Our BETA analysis demonstrates that Eomes possessed both activating and repressive functions. It can directly bind to regulatory genomic sites as an activating or repressive transcription factor to up-regulate transcription of exhaustion-associated genes (e.g., *Cd244* and *Havcr2*) or down-regulate transcription of effector/memory-associated genes (e.g., *Cxcr3, Stat4, Tcf7*, and *Ccr7*). It can also control gene expression by indirect regulation (e.g., up-regulated: *Il10ra*; down-regulated: *Tbx21*). Overall, our findings reveal that high amounts of Eomes establish transcriptional profile of exhausted CD8^+^ T cells, mainly through its activating and repressive transcription factor activities. Further studies are required to determine the regulatory networks of Eomes in effector and exhausted CD8^+^ T cells and how to modulate the dose and function of Eomes in CD8^+^ T cells to reverse T cell exhaustion.

## Ethics Statement

All the animal experiments were performed with the use of protocols approved by the Institutional Animal Care and Use Committee of Tsinghua University.

## Author Contributions

JL performed most of the experiments. YH performed analysis of ChIPseq data. JH and LN performed some of the experiments or contributed to their design. JL and CD wrote the manuscript. CD supervised the study.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] WherryEJ. T cell exhaustion. Nat Immunol. (2011) 12:492–9. 10.1038/ni.203521739672

[2] AngelosantoJMBlackburnSDCrawfordAWherryEJ. Progressive loss of memory T cell potential and commitment to exhaustion during chronic viral infection. J Virol. (2012) 86:8161–70. 10.1128/JVI.00889-1222623779PMC3421680

[3] BlackburnSDShinHHainingWNZouTWorkmanCJPolleyA. Coregulation of CD8+ T cell exhaustion by multiple inhibitory receptors during chronic viral infection. Nat Immunol. (2009) 10:29–37. 10.1038/ni.167919043418PMC2605166

[4] WherryEJKurachiM. Molecular and cellular insights into T cell exhaustion. Nat Rev Immunol. (2015) 15:486–99. 10.1038/nri386226205583PMC4889009

[5] BrooksDGTrifiloMJEdelmannKHTeytonLMcGavernDBOldstoneMB Interleukin-10 determines viral clearance or persistence *in vivo*. Nat Med. (2006) 12:1301–9. 10.1038/nm149217041596PMC2535582

[6] TinocoRAlcaldeVYangYSauerKZunigaEI. Cell-intrinsic transforming growth factor-beta signaling mediates virus-specific CD8+ T cell deletion and viral persistence *in vivo*. Immunity (2009) 31:145–57. 10.1016/j.immuni.2009.06.01519604493PMC3039716

[7] TeijaroJRNgCLeeAMSullivanBMSheehanKCFWelchM. Persistent LCMV infection is controlled by blockade of type I interferon signaling. Science (2013) 340:207–11. 10.1126/science.123521423580529PMC3640797

[8] ChiharaNMadiAKondoTZhangHAcharyaNSingerM. Induction and transcriptional regulation of the co-inhibitory gene module in T cells. Nature (2018) 558:454–9. 10.1038/s41586-018-0206-z29899446PMC6130914

[9] PaukenKESammonsMAOdorizziPMManneSGodecJKhanO. Epigenetic stability of exhausted T cells limits durability of reinvigoration by PD-1 blockade. Science (2016) 354:1160–5. 10.1126/science.aaf280727789795PMC5484795

[10] SenDRKaminskiJBarnitzRAKurachiMGerdemannUYatesKB. The epigenetic landscape of T cell exhaustion. Science (2016) 354:1165–9. 10.1126/science.aae049127789799PMC5497589

[11] ShinHBlackburnSDIntlekoferAMKaoCAngelosantoJMReinerSL. A role for the transcriptional repressor Blimp-1 in CD8(+) T cell exhaustion during chronic viral infection. Immunity (2009) 31:309–20. 10.1016/j.immuni.2009.06.01919664943PMC2747257

[12] PaleyMAKroyDCOdorizziPMJohnnidisJBDolfiDVBarnettBE. Progenitor and terminal subsets of CD8+ T cells cooperate to contain chronic viral infection. Science (2012) 338:1220–5. 10.1126/science.122962023197535PMC3653769

[13] DoedensALPhanATStradnerMHFujimotoJKNguyenJVYangE. Hypoxia-inducible factors enhance the effector responses of CD8(+) T cells to persistent antigen. Nat Immunol. (2013) 14:1173–82. 10.1038/ni.271424076634PMC3977965

[14] StaronMMGraySMMarshallHDParishIAChenJHPerryCJ. The transcription factor FoxO1 sustains expression of the inhibitory receptor PD-1 and survival of antiviral CD8(+) T cells during chronic infection. Immunity (2014) 41:802–14. 10.1016/j.immuni.2014.10.01325464856PMC4270830

[15] ManKGabrielSSLiaoYGlouryRPrestonSHenstridgeDC. Transcription factor IRF4 promotes CD8(+) T cell exhaustion and limits the development of memory-like T cells during chronic infection. Immunity (2017) 47:1129–41 e1125. 2924644310.1016/j.immuni.2017.11.021

[16] PearceELMullenACMartinsGAKrawczykCMHutchinsASZediakVP. Control of effector CD8+ T cell function by the transcription factor Eomesodermin. Science (2003) 302:1041–3. 10.1126/science.109014814605368

[17] IntlekoferAMTakemotoNWherryEJLongworthSANorthrupJTPalanivelVR. Effector and memory CD8+ T cell fate coupled by T-bet and eomesodermin. Nat Immunol. (2005) 6:1236–44. 10.1038/ni126816273099

[18] BuggertMTauriainenJYamamotoTFrederiksenJIvarssonMAMichaelssonJ. T-bet and Eomes are differentially linked to the exhausted phenotype of CD8+ T cells in HIV infection. PLoS Pathog (2014) 10:e1004251. 10.1371/journal.ppat.100425125032686PMC4102564

[19] LiJLeeYLiYJiangYLuHZangW. Co-inhibitory molecule B7 superfamily member 1 expressed by tumor-infiltrating myeloid cells induces dysfunction of anti-tumor CD8(+) T Cells. Immunity (2018) 48:773–86 e775. 10.1016/j.immuni.2018.03.01829625896

[20] ZhuYJuSChenEDaiSLiCMorelP. T-bet and eomesodermin are required for T cell-mediated antitumor immune responses. J Immunol. (2010) 185:3174–83. 10.4049/jimmunol.100074920713880

[21] SawadaSScarboroughJDKilleenNLittmanDR. A lineage-specific transcriptional silencer regulates CD4 gene expression during T lymphocyte development. Cell (1994) 77:917–29. 10.1016/0092-8674(94)90140-68004678

[22] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMA. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA (2005) 102:15545–50. 10.1073/pnas.050658010216199517PMC1239896

[23] LiuTOrtizJATaingLMeyerCALeeBZhangY. Cistrome: an integrative platform for transcriptional regulation studies. Genome Biol (2011) 12:R83. 10.1186/gb-2011-12-8-r8321859476PMC3245621

[24] WherryEJHaSJKaechSMHainingWNSarkarSKaliaV. Molecular signature of CD8+ T cell exhaustion during chronic viral infection. Immunity (2007) 27:670–84. 10.1016/j.immuni.2007.09.00617950003

[25] JinHTAndersonACTanWGWestEEHaSJArakiK. Cooperation of Tim-3 and PD-1 in CD8 T-cell exhaustion during chronic viral infection. Proc Natl Acad Sci USA (2010) 107:14733–8. 10.1073/pnas.100973110720679213PMC2930455

[26] FourcadeJSunZBenallaouaMGuillaumePLuescherIFSanderC. Upregulation of Tim-3 and PD-1 expression is associated with tumor antigen-specific CD8+ T cell dysfunction in melanoma patients. J Exp Med. (2010) 207:2175–86. 10.1084/jem.2010063720819923PMC2947081

[27] BengschBOhtaniTKhanOSettyMManneSO'BrienS. Epigenomic-guided mass cytometry profiling reveals disease-specific features of exhausted CD8 T cells. Immunity (2018) 48:1029–45 e1025. 10.1016/j.immuni.2018.04.02629768164PMC6010198

[28] WuTJiYMosemanEAXuHCManglaniMKirbyM. The TCF1-Bcl6 axis counteracts type I interferon to repress exhaustion and maintain T cell stemness. Sci Immunol. (2016) 1:eaai8593. 10.1126/sciimmunol.aai859328018990PMC5179228

[29] EjrnaesMFilippiCMMartinicMMLingEMTogherLMCrottyS. Resolution of a chronic viral infection after interleukin-10 receptor blockade. J Exp Med. (2006) 203:2461–72. 10.1084/jem.2006146217030951PMC2118120

[30] DoeringTACrawfordAAngelosantoJMPaleyMAZieglerCGWherryEJ. Network analysis reveals centrally connected genes and pathways involved in CD8+ T cell exhaustion versus memory. Immunity (2012) 37:1130–44. 10.1016/j.immuni.2012.08.02123159438PMC3749234

[31] WangSSunHMaJZangCWangCWangJ. Target analysis by integration of transcriptome and ChIP-seq data with BETA. Nat Protoc. (2013) 8:2502–15. 10.1038/nprot.2013.15024263090PMC4135175

[32] IwataSMikamiYSunHWBrooksSRJankovicDHiraharaK The Transcription Factor T-bet Limits Amplification of Type I IFN Transcriptome and Circuitry in T Helper 1 Cells. Immunity. (2017) 46:983–91 e984. 10.1016/j.immuni.2017.05.00528623086PMC5523825

[33] MinnieSAKunsRDGartlanKHZhangPWilkinsonANSamsonL. Myeloma escape after stem cell transplantation is a consequence of T-cell exhaustion and is prevented by TIGIT blockade. Blood (2018) 132:1675–88. 10.1182/blood-2018-01-82524030154111

[34] LiJShayanGAveryLJieHBGildener-LeapmanNSchmittN. Tumor-infiltrating Tim-3(+) T cells proliferate avidly except when PD-1 is co-expressed: Evidence for intracellular cross talk. Oncoimmunology (2016) 5:e1200778. 10.1080/2162402X.2016.120077827853635PMC5087305

[35] SponaasAMYangRRustadEHStandalTThoresenASDao VoC. PD1 is expressed on exhausted T cells as well as virus specific memory CD8+ T cells in the bone marrow of myeloma patients. Oncotarget (2018) 9:32024–35. 10.18632/oncotarget.2588230174794PMC6112830

# Supplementary material for: High Levels of Eomes Promote Exhaustion of Anti-tumor CD8+ T Cells
**Source:** Front Immunol. 2018 Dec 18;9:2981. doi: 10.3389/fimmu.2018.02981
**Supplement:** Supplementary file 4

Figure S1.

■ *Eomes*<sup>fl/fl</sup>    ▨ *Eomes*<sup>fl/fl</sup>Cd4Cre

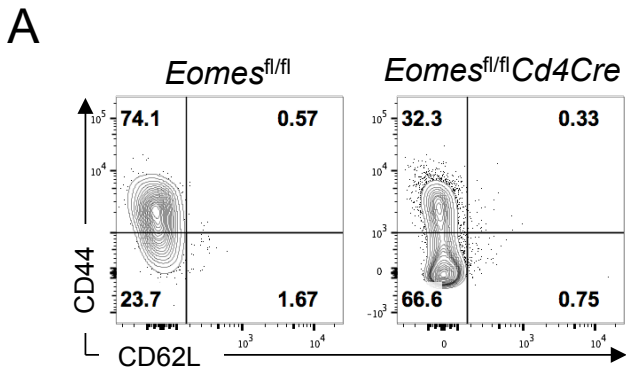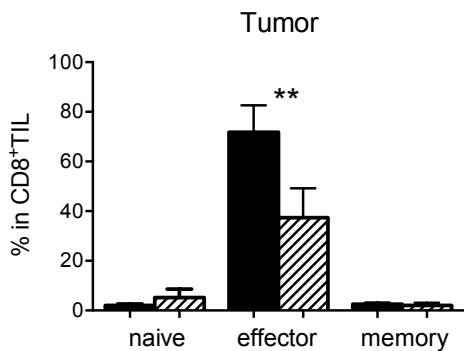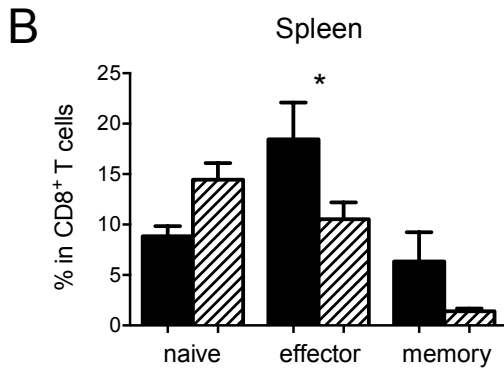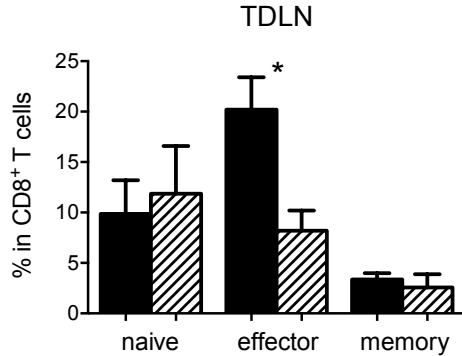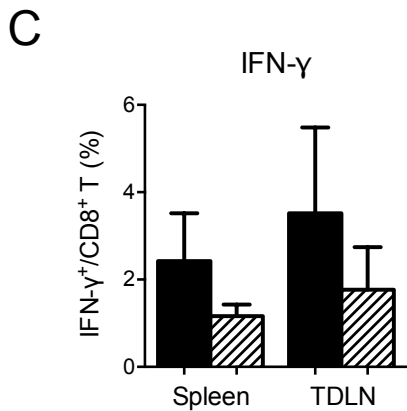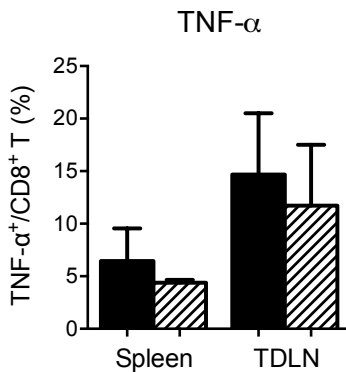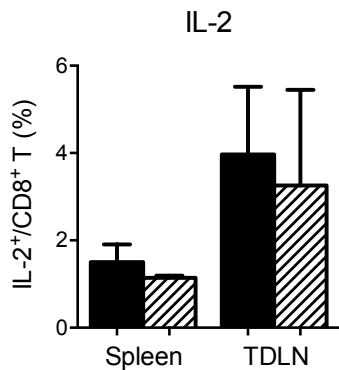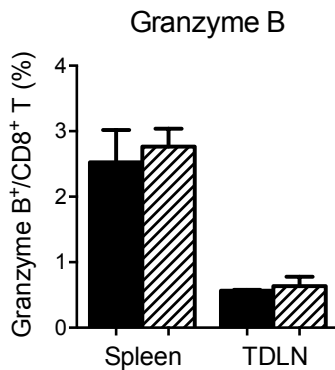

**Figure S1. Phenotypic analysis of CD8<sup>+</sup> T cells in spleen, TDLN and tumor of *Eomes*<sup>fl/fl</sup> vs. *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice.** (A) Percentage of naïve (CD62L<sup>+</sup>CD44<sup>-</sup>), effector (CD62L<sup>-</sup>CD44<sup>+</sup>) and memory (CD62L<sup>+</sup>CD44<sup>+</sup>) cells in total CD8<sup>+</sup> T cells in the tumor of E.G7-bearing *Eomes*<sup>fl/fl</sup> vs. *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice on Day 21. (B) Percentage of naïve (CD62L<sup>+</sup>CD44<sup>-</sup>), effector (CD62L<sup>-</sup>CD44<sup>+</sup>) and memory (CD62L<sup>+</sup>CD44<sup>+</sup>) cells in total CD8<sup>+</sup> T cells in the spleen and tumor-draining lymph node (TDLN) of E.G7-bearing *Eomes*<sup>fl/fl</sup> vs. *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice on Day 21. (C) Production of IFN- $\gamma$ , TNF- $\alpha$ , IL-2 and Granzyme B after PMA/ionomycin stimulation by CD8<sup>+</sup> T cells in the spleen and TDLN of E.G7-bearing *Eomes*<sup>fl/fl</sup> vs. *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice on Day 21. Data are pooled from 2 independent experiments with 4-6 mice per group. Error bars denote mean  $\pm$  SEM. Statistical analysis was performed using ordinary One-way ANOVA analysis followed by multiple comparisons. \*p<0.05, \*\*p<0.01.

Figure S2.

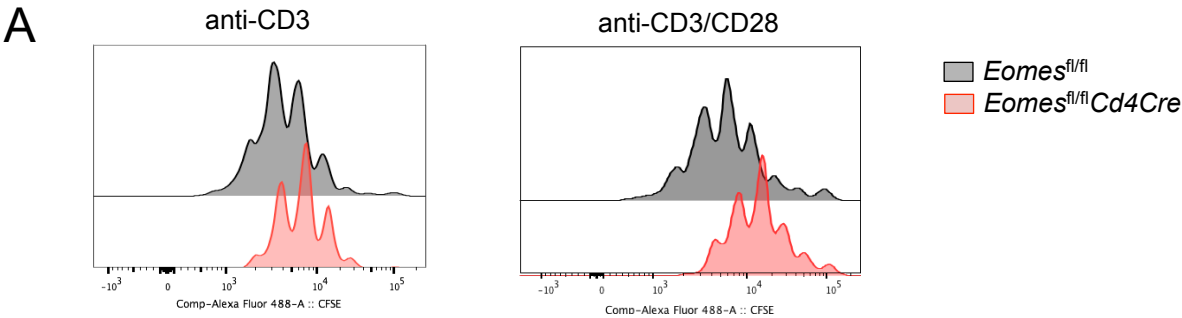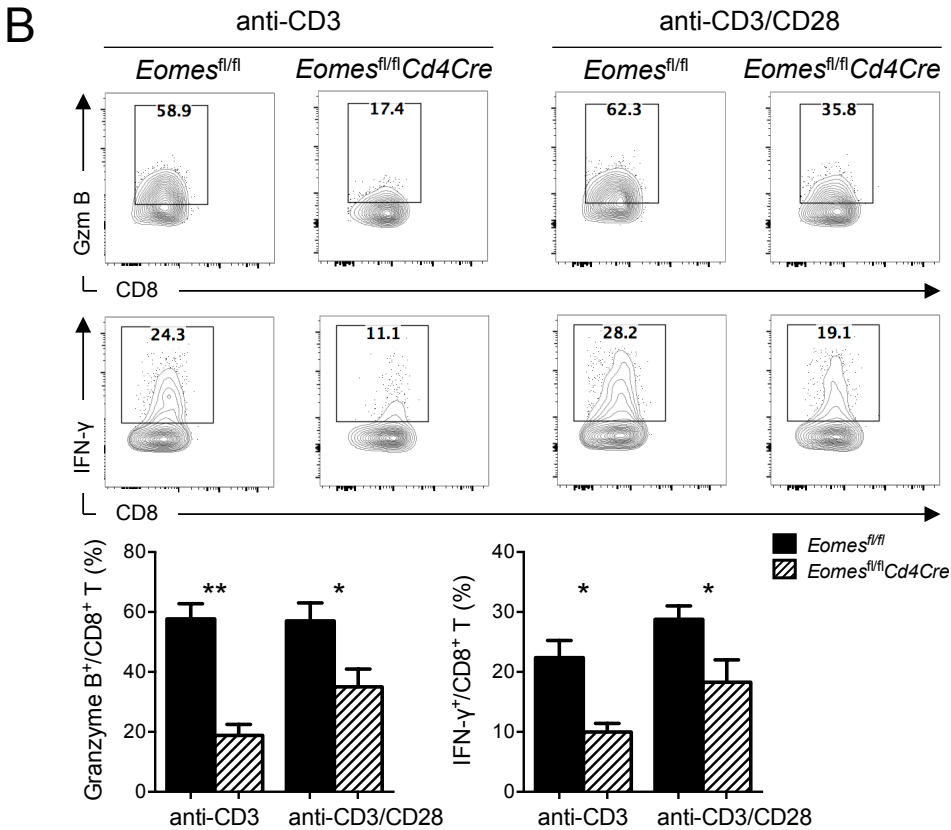

**Figure S2. *In vitro* stimulation of CD8<sup>+</sup> T cells isolated from *Eomes*<sup>fl/fl</sup> or *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice.** CD8<sup>+</sup> T cells were isolated from spleen and lymph nodes of *Eomes*<sup>fl/fl</sup> or *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice, labeled with CFSE and cultured in 96-well plate coated with 1μg/mL anti-CD3 or 1μg/mL anti-CD3+1μg/mL anti-CD28 (10<sup>5</sup> per well) for 3 days. To detect cytokine production, Golgi Plug was added 4 hours prior to harvest and cytokine production were measured by intracellular flow cytometric analysis. (A) Proliferation of CD8<sup>+</sup> T cells isolated from *Eomes*<sup>fl/fl</sup> and *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice marked by CFSE dilution. (B) Production of Granzyme B and IFN-γ by CD8<sup>+</sup> T cells isolated from *Eomes*<sup>fl/fl</sup> and *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice. Data are pooled from 2 independent experiments. Error bars denote mean ± SEM. Statistical analysis was performed using ordinary One-way ANOVA analysis followed by multiple comparisons. \*p<0.05, \*\*p<0.01.

Figure S3.

■ *Eomes<sup>fl/fl</sup>*    ▨ *Eomes<sup>fl/fl</sup>Cd4Cre*

A

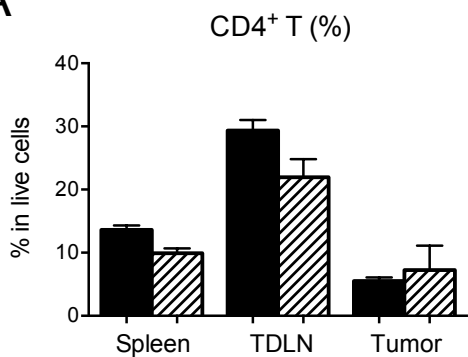

B

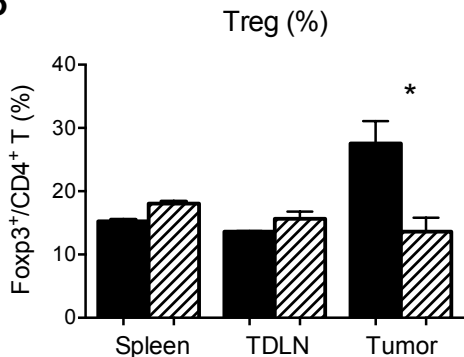

C

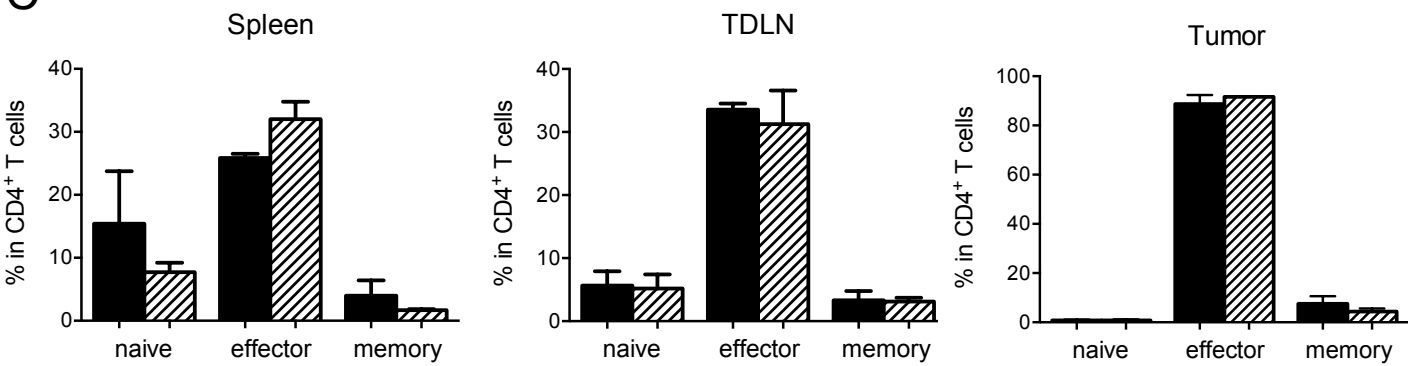

D

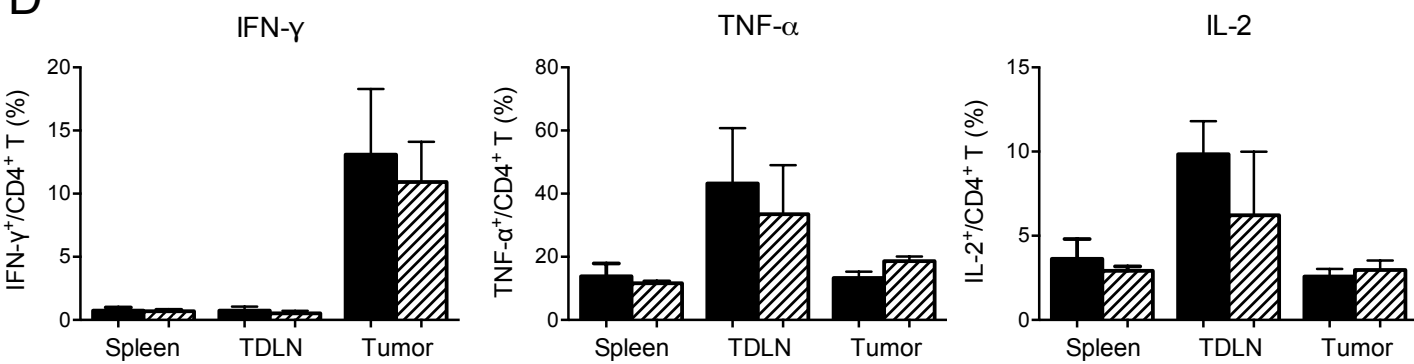

E

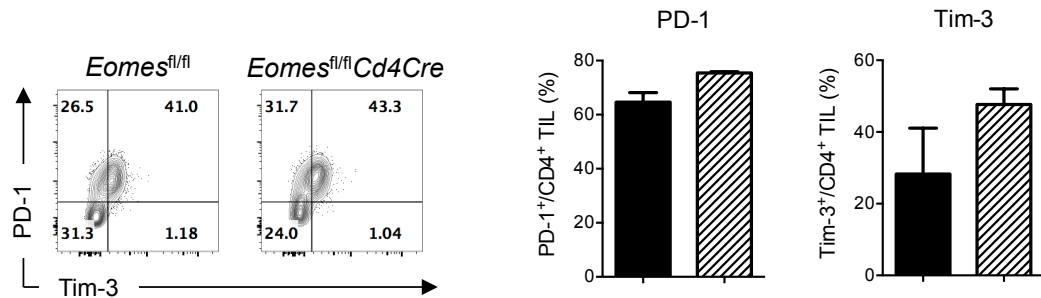

**Figure S3. Phenotypic analysis of CD4<sup>+</sup> T cells in spleen, TDLN and tumor of *Eomes*<sup>fl/fl</sup> vs. *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice.** (A) Frequency of CD4<sup>+</sup> T cells in total live cells isolated from spleen, TDLN and tumor of *Eomes*<sup>fl/fl</sup> vs. *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice on Day 21. (B) Percentage of regulatory T cells (Foxp3<sup>+</sup>) in CD4<sup>+</sup> T cells from spleen, TDLN and tumor of *Eomes*<sup>fl/fl</sup> vs. *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice on Day 21. (C) Percentage of naïve (CD62L<sup>+</sup>CD44<sup>-</sup>), effector (CD62L<sup>-</sup>CD44<sup>+</sup>) and memory (CD62L<sup>+</sup>CD44<sup>+</sup>) cells in total CD4<sup>+</sup> T cells in the spleen, TDLN and tumor of *Eomes*<sup>fl/fl</sup> vs. *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice on Day 21. (D) Production of IFN- $\gamma$ , TNF- $\alpha$  and IL-2 after PMA/ionomycin stimulation by CD4<sup>+</sup> T cells in the spleen, TDLN and tumor of *Eomes*<sup>fl/fl</sup> vs. *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice on Day 21. (E) Expression of PD-1 and Tim-3 on CD4<sup>+</sup> T cells in the tumor of *Eomes*<sup>fl/fl</sup> vs. *Eomes*<sup>fl/fl</sup>*Cd4Cre* mice on Day 21. Data are pooled from 2 independent experiments with 4-6 mice per group. Error bars denote mean  $\pm$  SEM. Statistical analysis was performed using ordinary One-way ANOVA analysis followed by multiple comparisons. \*p<0.05.

Figure S4.

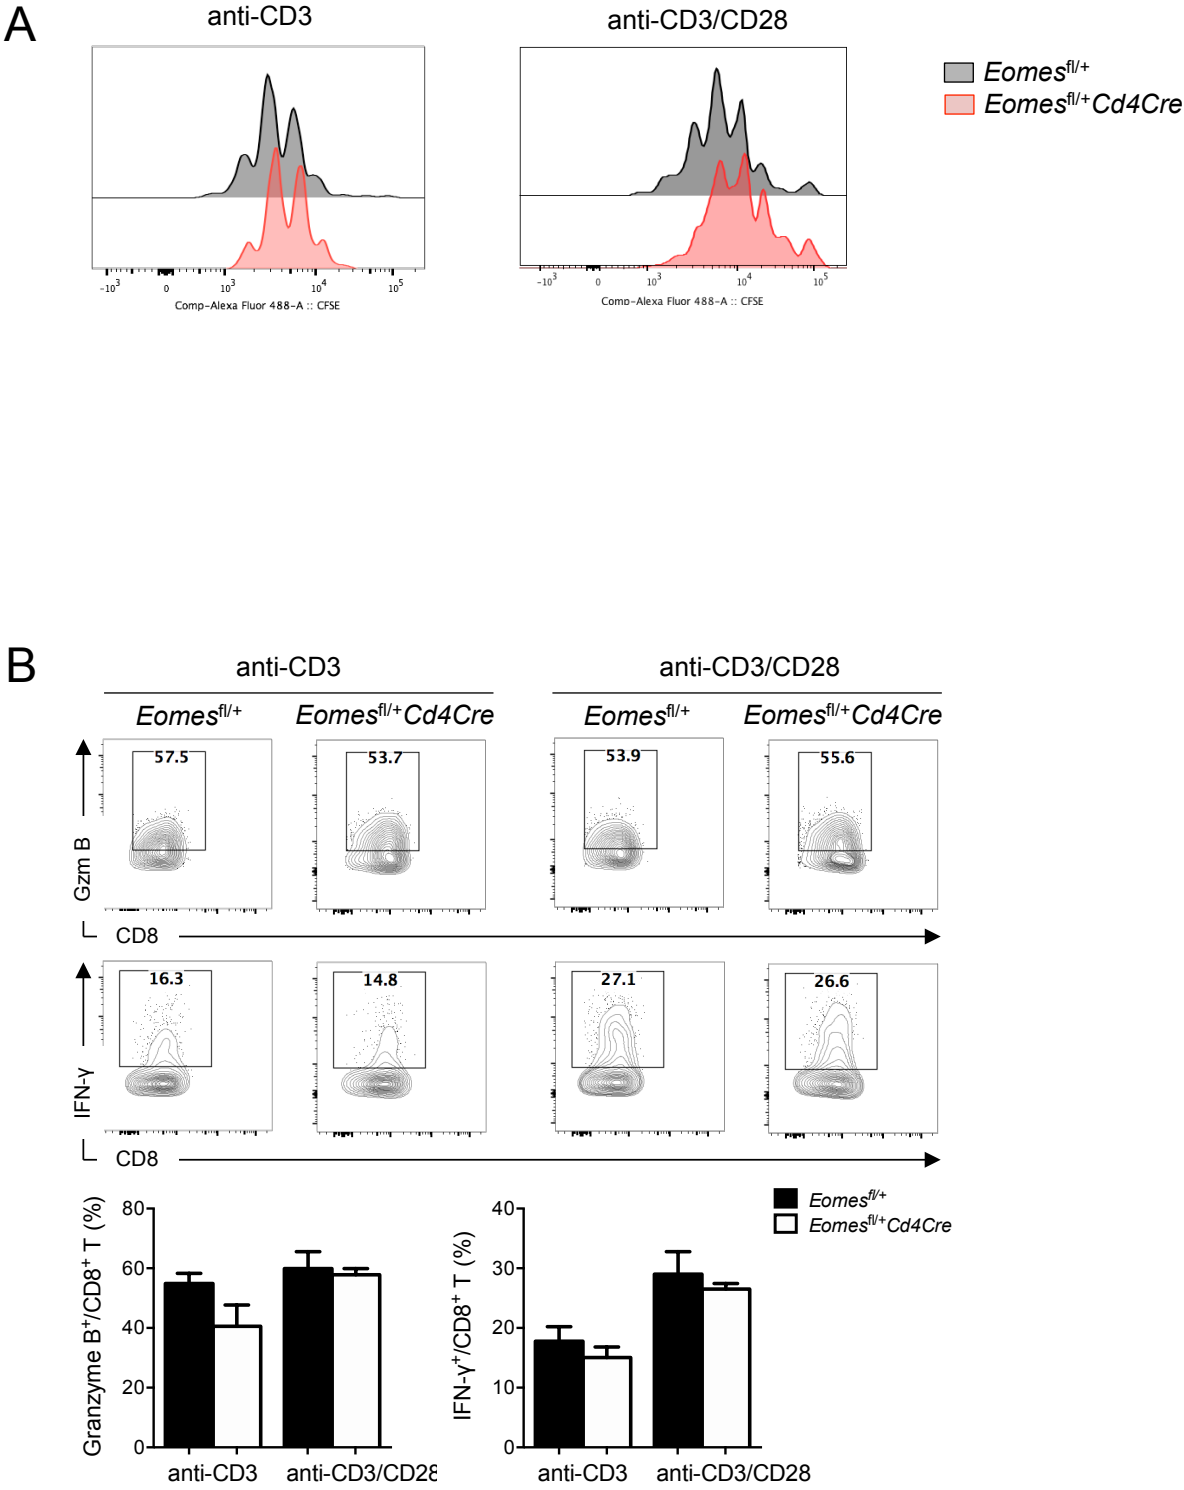

**Figure S4. *In vitro* stimulation of CD8<sup>+</sup> T cells isolated from *Eomes*<sup>fl/+</sup> or *Eomes*<sup>fl/+</sup>*Cd4Cre* mice.** CD8<sup>+</sup> T cells were isolated from spleen and lymph nodes of *Eomes*<sup>fl/+</sup> or *Eomes*<sup>fl/+</sup>*Cd4Cre* mice, labeled with CFSE and cultured in 96-well plate coated with 1μg/mL anti-CD3 or 1μg/mL anti-CD3+1μg/mL anti-CD28 (10<sup>5</sup> per well) for 3 days. To detect cytokine production, Golgi Plug was added 4 hours prior to harvest and cytokine production were measured by intracellular flow cytometric analysis. (A) Proliferation of CD8<sup>+</sup> T cells isolated from *Eomes*<sup>fl/+</sup> and *Eomes*<sup>fl/+</sup>*Cd4Cre* mice marked by CFSE dilution. (B) Production of Granzyme B and IFN-γ by CD8<sup>+</sup> T cells isolated from *Eomes*<sup>fl/+</sup> and *Eomes*<sup>fl/+</sup>*Cd4Cre* mice. Data are pooled from 2 independent experiments. Error bars denote mean ± SEM. Statistical analysis was performed using ordinary One-way ANOVA analysis followed by multiple comparisons. \*p<0.05, \*\*p<0.01.

Figure S5.

■ *Eomes*<sup>fl/+</sup>    □ *Eomes*<sup>fl/+</sup>*Cd4Cre*

**Figure S5. Phenotypic analysis of CD8<sup>+</sup> T cells in spleen, TDLN and tumor of *Eomes*<sup>fl/+</sup> vs. *Eomes*<sup>fl/+</sup>*Cd4Cre* mice.** (A) Percentage of naïve (CD62L<sup>+</sup>CD44<sup>-</sup>), effector (CD62L<sup>-</sup>CD44<sup>+</sup>) and memory (CD62L<sup>+</sup>CD44<sup>+</sup>) cells in total CD8<sup>+</sup> T cells together with CD44 expression on CD8<sup>+</sup> T cells in the tumor of E.G7-bearing *Eomes*<sup>fl/+</sup> vs. *Eomes*<sup>fl/+</sup>*Cd4Cre* mice on Day 21. (B) Percentage of naïve (CD62L<sup>+</sup>CD44<sup>-</sup>), effector (CD62L<sup>-</sup>CD44<sup>+</sup>) and memory (CD62L<sup>+</sup>CD44<sup>+</sup>) cells in total CD8<sup>+</sup> T cells in the spleen and tumor-draining lymph node (TDLN) of E.G7-bearing *Eomes*<sup>fl/+</sup> vs. *Eomes*<sup>fl/+</sup>*Cd4Cre* mice on Day 21. (C) Production of IFN- $\gamma$ , TNF- $\alpha$ , IL-2 and Granzyme B after PMA/ionomycin stimulation by CD8<sup>+</sup> T cells in the spleen and TDLN of E.G7-bearing *Eomes*<sup>fl/+</sup> vs. *Eomes*<sup>fl/+</sup>*Cd4Cre* mice on Day 21. Data are pooled from 2 independent experiments with 5-8 mice per group. Error bars denote mean  $\pm$  SEM. Statistical analysis was performed using ordinary One-way ANOVA analysis followed by multiple comparisons. \*p<0.05, \*\*\*p<0.001.

Figure S6.

■ *Eomes<sup>fl/+</sup>*    □ *Eomes<sup>fl/+</sup>Cd4Cre*

A

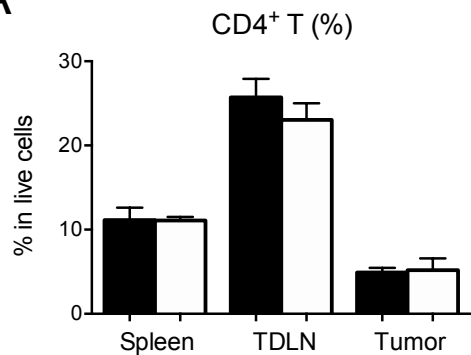

B

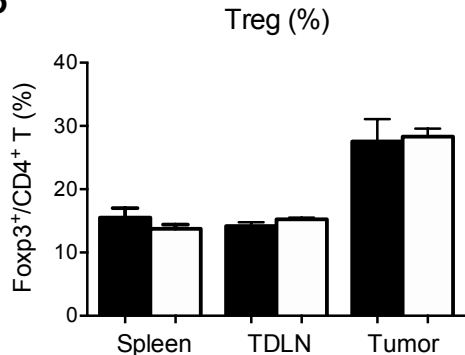

C

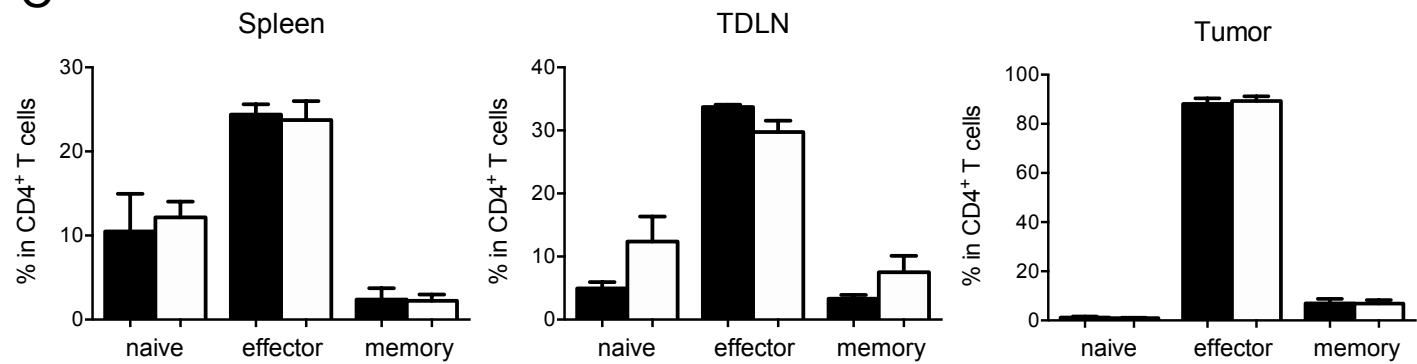

D

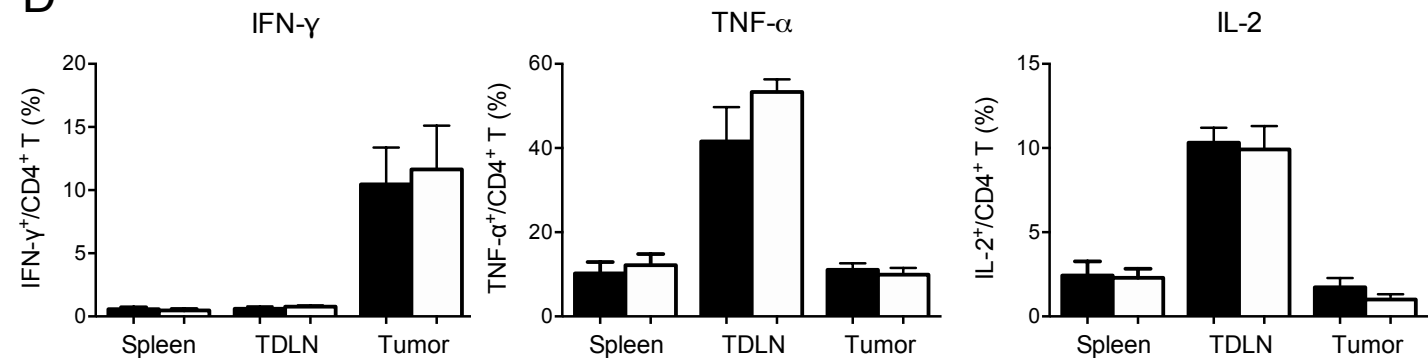

E

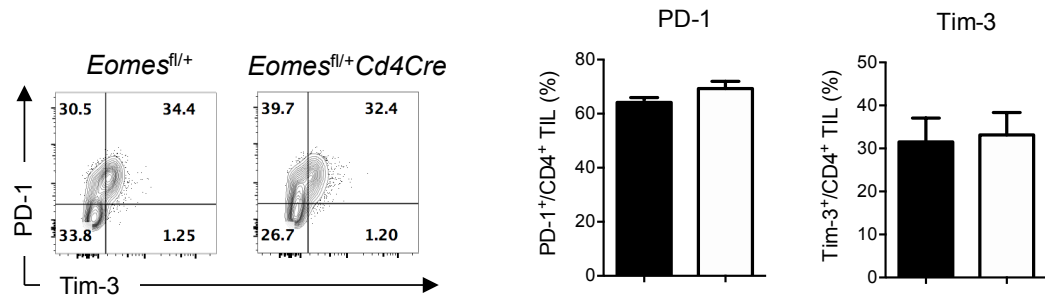

**Figure S6. Phenotypic analysis of CD4<sup>+</sup> T cells in spleen, TDLN and tumor of *Eomes*<sup>fl/+</sup> vs. *Eomes*<sup>fl/+</sup>*Cd4Cre* mice.** (A) Frequency of CD4<sup>+</sup> T cells in total live cells isolated from spleen, TDLN and tumor of *Eomes*<sup>fl/+</sup> vs. *Eomes*<sup>fl/+</sup>*Cd4Cre* mice on Day 21. (B) Percentage of regulatory T cells (Foxp3<sup>+</sup>) in CD4<sup>+</sup> T cells from spleen, TDLN and tumor of *Eomes*<sup>fl/+</sup> vs. *Eomes*<sup>fl/+</sup>*Cd4Cre* mice on Day 21. (C) Percentage of naïve (CD62L<sup>+</sup>CD44<sup>-</sup>), effector (CD62L<sup>-</sup>CD44<sup>+</sup>) and memory (CD62L<sup>+</sup>CD44<sup>+</sup>) cells in total CD4<sup>+</sup> T cells in the spleen, TDLN and tumor of *Eomes*<sup>fl/+</sup> vs. *Eomes*<sup>fl/+</sup>*Cd4Cre* mice on Day 21. (D) Production of IFN- $\gamma$ , TNF- $\alpha$  and IL-2 after PMA/ionomycin stimulation by CD4<sup>+</sup> T cells in the spleen, TDLN and tumor of *Eomes*<sup>fl/+</sup> vs. *Eomes*<sup>fl/+</sup>*Cd4Cre* mice on Day 21. (E) Expression of PD-1 and Tim-3 on CD4<sup>+</sup> T cells in the tumor of *Eomes*<sup>fl/+</sup> vs. *Eomes*<sup>fl/+</sup>*Cd4Cre* mice on Day 21. Data are pooled from 2 independent experiments with 5-8 mice per group. Error bars denote mean  $\pm$  SEM. Statistical analysis was performed using ordinary One-way ANOVA analysis followed by multiple comparisons.

Figure S7.

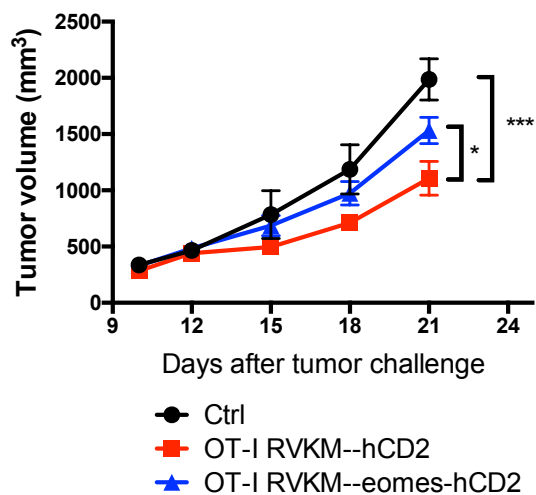

**Figure S7. Eomes-overexpressing OT-I cells displayed impaired *in vivo* cytotoxicity.**

Mean tumor volume of E.G7-bearing mice (n=6 per group) adoptively transferred with  $0.5 \times 10^6$  control OT-I or Eomes-overexpressing OT-I on Day 12. Ctrl (black), E.G7-bearing mice without OT-I transfer. OT-I RVKM--hCD2 (red), E.G7-bearing mice transferred with OT-I cells transfected with the empty vector. OT-I RVKM--eomes-hCD2 (blue), E.G7-bearing mice transferred with Eomes-overexpressing OT-I cells. Data are pooled from 2 independent experiments. Error bars denote mean  $\pm$  SEM. Statistical analysis was performed using linear regression. \*p<0.05, \*\*\*p<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

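Total RNA of 2 cultures of restimulated OT-I cells, transduced with the empty vector or with Eomes, was sequenced by the authors as 1 library each. Reads from an Illumina HiSeq instrument were filtered with SOAPnuke and mapped with HISAT and Bowtie2, and RSEM computed the expression values. The authors deposited FPKM values, 1 per gene symbol and library, printed with 2 decimals and listed from 0.01 upward, and their methods call the same values RPKM. The paper's methods name no normalization between the libraries. Symbols that had been turned into dates (20 in control, 19 in Eomes-overexpressing cells) were left out.

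Log2 ratios of Eomes-overexpressing over control were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Values under 0.01 or not listed were set to 0.01, as in Table S1. Genes with an RPKM of at least 1 in at least 1 library were called expressed, and a fold change of 1.5 was used as the threshold, as in the paper. With 1 library per condition there is no test between the conditions. Medians of gene lists are described by their percentile among 10000 random lists of the same size, matched in 10 bins of mean RPKM. Gene positions, lengths and GC content came from the GENCODE vM21 annotation of mm10, using the longest transcript of each gene; 99.6% of the genes had a length.

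Reads were recovered for the genes of Table S1 from its p-values, which are those of the Audic-Claverie Poisson test used by PoissonDis. The ratio of the 2 depths was read from 21 genes at or under an RPKM of 0.01 in 1 library, starting from the 5 with the most reads, and was then refined to the value at which most genes had a matching pair of reads, so the match is not independent of that value. The recovered ratio of reads equalled the ratio of RPKM within rounding for 494 of 546 genes (90.5%), and the reason for the others was not tested. Depth was the median over 320 genes for control and 277 genes for Eomes-overexpressing cells with at least 100 reads and a p-value between 1e-200 and 0.001. From genes with an RPKM of at least 1 in both libraries it was 19824834 and 19859844 reads. The length in Table S1, or the reference length where Table S1 gave none, turned RPKM into approximate reads for other genes. The reference length was 1.02 times the Table S1 length at the median (10th to 90th percentile 0.98 to 1.64), so approximated reads and their intervals are less certain than recovered ones.

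The steps were tested on simulated data. Reads were recovered for 161 of 161 simulated pairs when the ratio of depths was given. The Poisson test called 198 of 200 changed genes in the right direction and 0 of 14476 unchanged genes. The simulated libraries had counting noise only, no GC trend, and large changes in genes with many reads. These rates therefore do not give the error of the Poisson test on the real libraries. Of 200 random lists, 7 fell outside the central 95% of matched lists, and 50 of 50 lists shifted by 0.5 on the log2 scale lay above it.

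Genes were named by a rule: every gene that the paper names for the RNA sequencing or marks in Figure 4A, the genes of Figure 6E, *Pdcd1* and *Tox*, and the 5 genes with the largest log2 ratio in each direction at an RPKM of at least 1 in both libraries. Genes of a reported list and the DEGs that carry a term of Figure 4C were also named. The gene lists were written before the deposited expression files were examined, but after Table S1 and the figures of the paper had been read. Alternatives were a pseudocount of 0.1 or 1, no minimum RPKM or a minimum of 5, a 2-fold threshold, scaling by a trimmed mean of log ratios, to TPM (each library divided by its summed RPKM) or to the median, an added Poisson test, and random lists matched in 30 bins. Centring the log2 ratios on the median of 20 bins of GC content, and the Poisson test without a minimum RPKM, were added after seeing the data. The gene sets of Figures 4B and 6D and the Eomes binding data were not analysed here.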

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

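The tests on GC content, gene length and scaling of the gene lists, the tests of counting error, and those on the granzyme family were chosen only after the result was seen. The gene lists, the sharing of stretches between genes, the thresholds and the main settings were set before the data were examined, except that Table S1, with the values of the DEGs, had been read when the lists were written. The list of cytotoxic molecules was therefore not blind to DEGs such as *Gzmk*, *Gzmd* and *Gzma*. Results are given here when a signal lay outside the genes that the paper discusses. These are the genes with the largest increase that the paper does not name in its RNA sequencing figures, and gene lists whose median lay above the central 95% of matched random lists. Lists with fewer than 80% of their genes valued were left out.

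*Gzmk* reached an RPKM of 38.2 in Eomes-overexpressing OT-I cells, from 19 reads in control to 581, with a log2 ratio of 4.93. None of its 50-base stretches occurs in another gene's transcripts (0%), and the low end of its counting interval was 4.28. After centring by GC content the log2 ratio was 4.88. Reads from a paralog, counting error and the GC trend therefore leave the increase unexplained. The remaining explanations are Eomes and any other difference between the 2 cultures, and with 1 library per condition the expression values cannot tell these apart. The paper's BETA analysis places *Gzmk* at rank 16, *Khdc1c* at 12, *Gzmd* at 6 and *Gzme* at 2 of the up-regulated targets. Those ranks combine Eomes binding, which was not analysed here, with the expression difference between the same 2 libraries. An effect of Eomes on *Gzmk* may be proposed as a hypothesis only.

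*Khdc1c* rose from an RPKM of 1.23 to 22.4, a log2 ratio of 4.18. Counting error does not explain this, with a low end of 3.56. Of its stretches 43.1% also occur in *Khdc1a*, which itself rose from an RPKM of 0.86 to 20.9 (32 and 804 reads). An increase was thus found for both genes, and the part of it that belongs to *Khdc1c* cannot be told apart from reads of *Khdc1a*. As for *Gzmk*, 1 library per condition cannot separate Eomes from another difference between the cultures.

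The log2 ratio of *Gzmd* was 3.20 and that of *Gzme* was 3.12, with low ends of the counting interval of 3.07 and 2.95. Of their stretches 21.9% and 20.6% are shared with other genes, most often with each other (12.0% of *Gzmd* and 12.7% of *Gzme*). If reads had only moved between family members, the summed RPKM of *Gzmc*, *Gzmd*, *Gzme*, *Gzmf* and *Gzmg* would have stayed the same. It rose from 1162 to 1373, a log2 ratio of 0.24. *Gzmc* had a log2 ratio of -0.25. The size of the increase in each member cannot be told apart from the way shared reads were divided.

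The list of 15 cytotoxic molecules had a median log2 ratio of 0.54, with 13 genes higher and 7 more than 1.5-fold higher, at percentile 100 among matched random lists. The percentile was 100 when random lists were matched on GC content as well, and 100 when they were matched on gene length. The median was 0.54 under the trimmed mean of log ratios, the scaling that brought it closest to 0. A scaling moves all genes by the same amount, so this value only shows that the amount was small. Without *Gzmc*, *Gzmd*, *Gzme*, *Gzmf* and *Gzmg*, whose reads can be shared, the percentile was 100 and the median of the 10 genes left was 0.34. Matching on GC content or gene length and leaving out the granzymes with shared reads left the shift in place, and it may reflect Eomes. How far the earlier reading of Table S1 shaped the list was not tested. With 1 library per condition it cannot be told apart from another difference between the 2 cultures.

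The list of 22 cell cycle genes had a median log2 ratio of 0.12, with 19 genes higher, 3 lower and 0 past 1.5-fold, at percentile 99.99. Matched on GC content as well, the percentile was 99.5, and matched on gene length it was 99.9. The median was 0.12 under the trimmed mean of log ratios, and 0.08 after centring by GC content. A small difference in proliferation between the 2 cultures could give such a shift, whether or not Eomes was its source, and 1 library per condition cannot separate these.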

How the results depend on the processing

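Centring by GC content and the Poisson test without a minimum RPKM were chosen only after the result was seen. For the numbers of changed genes, the median of expressed genes and the depths, 21 results stayed close to the reported value and 9 moved. A pseudocount of 1 gave 118 higher and 285 lower genes, and no minimum RPKM gave 1356 and 2088. A minimum RPKM of 5 gave 95 and 213, and a 2-fold threshold gave 69 and 175. The other settings gave 196 to 281 higher and 441 to 574 lower genes, and under all 11 alternatives more genes were lower than higher. The cause was not tested for these numbers of genes. The median log2 ratio of expressed genes was 0.028 in TPM, which follows from dividing by the summed RPKM, 562244 in control and 549987 in Eomes-overexpressing cells.

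Percentiles of gene lists stayed inside or outside the central 95% of random lists, as reported, in 60 results. The exhaustion-associated transcription factors reached 2.33 with a pseudocount of 0.1 and 2.02 with 30 bins. The interferon-stimulated genes reached 1.2 among expressed genes, and the cytokines and chemokines 2.25 after centring by GC content. The immediate early genes changed direction after that centring, to percentile 54.7. The cause was not tested for the transcription factors and the interferon-stimulated genes, while the changes of the other 2 lists follow from subtracting the GC trend. Targets from BETA and the genes of Figure 6E parted by arrows were chosen by direction, so their constancy shows no stability.

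Of 50 single genes under 5 alternatives, 229 results lay within the counting interval, 19 moved and 2 changed direction. Of the 19, 10 moved under a pseudocount of 1 and 9 after centring by GC content. The 2 that changed direction under that centring were *Ifng*, at -0.13, and *Gzmb*, at -0.015. Depth limits the genes of low abundance, such as *Tcf7* with 34 reads in Eomes-overexpressing cells.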

Differences from the paper's values

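Only the Poisson test without a minimum RPKM was chosen after the result was seen. The number of genes that were more than 1.5-fold lower, 515, is within 1.5 times of the paper's 513, but the definitions differ, since the paper's has an FDR and no stated minimum RPKM. The setting closest to that definition, a fold change plus the Poisson test on approximated reads without a minimum RPKM, gave 574 lower and 257 higher genes. Of the 515 genes, 246 are in Table S1, of which the copy read here lacks the smaller decreases. Log2 ratios equal those in the paper's Table S1 for the genes highlighted in Figure 4A that are in it. Of the alternatives set before the data were examined, the pseudocount of 1, no minimum RPKM, the minimum RPKM of 5 and the 2-fold threshold gave numbers of lower genes more than 1.5 times away from the paper's, at 285, 2088, 213 and 175.

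Figure 4A is described as the top 100 up-regulated and down-regulated DEGs. Among 241 up-regulated genes of Table S1, *Havcr2* is at rank 202 by fold change and 27 by p-value, and *Il10ra* at rank 121 and 47. *Eomes* (3 and 1), *Id2* (73 and 9) and *Cd244* (92 and 75) are within 100 by both. Among the 346 down-regulated genes read here, *Id3* is at rank 174 by fold change and 219 by p-value. *Cxcr3* (172 and 42), *Ccr7* (153 and 13) and *Tbx21* (290 and 19) are within 100 by p-value only. *Tcf7* (89 and 130) is within 100 by fold change only, and *Stat4* and *Cd2* are not among the genes read here. The copy read here lacks the smaller decreases, so ranks by p-value among all down-regulated genes of the paper can be further down than given.

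Figure 4C places the term negative regulation of B cell proliferation among up-regulated pathways. The DEGs that carry this term in Table S1 as read here are *Btla*, with a log2 ratio of -1.45, and *Ctla4*, with a log2 ratio of -0.95. The paper names hypoxia and apoptosis as up-regulated pathways, and their terms were carried by 2 and 7 down-regulated DEGs as well as 3 and 5 up-regulated DEGs. The paper's pathways came from DAVID, whose gene assignments were not examined here. The terms counted here are those printed for the DEGs in the incomplete copy of Table S1. The genes that carry them need not be the genes behind Figure 4C.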

Other observations

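The tests of scaling and centring on the excess of lower genes, those of GC content, gene length, scaling, counting error and arrows on lists and genes, and the count of libraries were chosen only after the result was seen.

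More genes were lower than higher in Eomes-overexpressing OT-I cells, 2.11 lower genes for each higher gene. After centring on the median, which was close to 0 and moved little, the ratio was 2.06. In TPM, the scaling that moved it most, the ratio was 1.69. Among 5671 genes with a mean RPKM of at least 10 it was 1.87. An excess stayed under each of these settings. The 20 most abundant genes differed by 0.079 percentage points in their share of the RPKM. When expressed genes were parted into 3 groups by gene length, the lowest ratio in a group was 1.29. In 3 groups by GC content the lowest ratio was 0.777, so the genes with the lowest GC content had no excess. The ratio was 2.67 in the middle group and 5.12 in the highest. Within the middle group, the 990 genes at 47.8% to 49.7% GC content had a median log2 ratio of -0.008. The next 990 genes had a median of -0.044, so a shift of medians with GC content alone does not account for the excess there. After centring by GC content the ratio was 2.48. That centring subtracts medians and cannot remove a tail that depends on GC content, so it decides nothing. A GC bias may thus account for part of the excess, and how large that part is cannot be told.

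Among genes with a mean RPKM of at least 10, the median log2 ratio in the group with the highest GC content minus that in the group with the lowest was -0.27, with 10 groups of equal size. A shift across well expressed genes is what a GC bias between the libraries would give, and such a bias is a candidate explanation for the trend. The log2 ratio also rose with gene length (Spearman's rho 0.23 across genes, with -0.28 between GC content and length). A difference between the cultures with the same trend was not tested.

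Contamination by other cells could not be judged by the rule set for it. Of the B cell markers 55.6% had a value and of the myeloid markers 38.5%, both under the 80% set for a test. In each list only 1 marker was expressed, and low values cannot exclude a small share of such cells. Genes outside the lists also differed. *Cd74* (RPKM 20.21 in control and 4.82 in Eomes-overexpressing cells), *H2-Ab1* (11.06 and 6.2) and *Jchain* (13.72 and 4.28) were lower. *Fcer1g* (8.85 and 21.1) and *Cd68* (2.68 and 4.59) were higher. Whether other cells contributed to these values was not tested. Of the valued markers, 4 B cell markers were lower and 1 higher, and 2 myeloid markers were lower and 3 higher. The single expressed B cell marker, *Cd79b*, was more than 1.5-fold lower. The rule as first written, without a minimum share of markers, would thus have been met by 1 of 1 gene. The single expressed myeloid marker, *Cd14*, had a log2 ratio of -0.31, so there the rule would have failed. The sex-linked genes listed for a test of donor sex had 0 values, although other genes on chromosome X, such as *Cxcr3*, had values. A difference in the sex of the donor mice may thus remain. A difference between the 2 cultures other than Eomes cannot be told apart from Eomes for any pattern here, since there was 1 library per condition.

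*Tox* fell from an RPKM of 3.32 to 0.81, from 188 to 46 reads. The high end of its counting interval was -1.56, the scaling closest to 0 gave -2.00, and 0% of its stretches are shared with another gene. For *Pdcd1* the high end was -0.44, the scaling closest to 0 gave -0.45 and 0% of stretches are shared. The paper reports lower PD-1 and TOX protein on tumor-infiltrating cells that lack *Eomes* alleles, which is another condition and was not analysed here.

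The inhibitory receptors lay at percentile 0, at 0 when random lists were matched on GC content as well, and at 0.01 when matched on gene length. Their median was -0.32 under the scaling to TPM. The list moved in both directions, with 3 genes more than 1.5-fold higher (*Cd244*, *Havcr2* and *Entpd1*) and 2 more than 1.5-fold lower (*Ctla4* and *Btla*). Of the higher genes, *Entpd1* encodes an ectoenzyme and not a receptor. A lower abundance of part of these receptors may be put forward as a hypothesis, which these libraries cannot separate from a difference between the cultures.

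The exhaustion genes of Figure 6E with binding and no arrow for expression lay at percentile 0, at 0 when matched on GC content as well and at 0 when matched on gene length, with a median of -0.50 under the scaling to TPM. These tests decide nothing, since exhaustion genes that were higher had received an arrow and left the group. All exhaustion genes drawn lay at percentile 100, which decides nothing either, since genes without binding are drawn only when they are higher. The bound exhaustion genes, with and without an arrow, lay at percentile 89.3, which is within the central 95% of random lists, as the selection by arrows would give.

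The hypoxia and glycolysis genes, at percentile 0.37, were at 0.2 when matched on GC content and at 0.29 when matched on gene length, with a median of -0.13 under the scaling to TPM. The memory-associated genes were at percentile 0.08. Under the main settings, the lists within the central 95% of random lists were the exhaustion-associated transcription factors at 2.55, the cytokines and chemokines at 5.55, the interferon-stimulated genes at 11.1 and the immediate early genes at 15.8. Some alternatives placed the transcription factors (2.02), the cytokines and chemokines (2.25) and the interferon-stimulated genes (1.2) below it. Others left these lists inside it, at up to 13.8, 6.14 and 15.6, respectively.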
